# RNA-Seq Analysis of Spinal Cord Tissues from hPFN1^G118V^ Transgenic Mouse Model of ALS at Pre-symptomatic and End-Stages of Disease

**DOI:** 10.1038/s41598-018-31132-y

**Published:** 2018-09-13

**Authors:** Caroline Barham, Daniel Fil, Stephanie D. Byrum, Yasir Rahmatallah, Galina Glazko, Mahmoud Kiaei

## Abstract

Amyotrophic lateral sclerosis (ALS) is a fatal neurodegenerative disease that leads to the loss of motor neurons. The molecular mechanisms of motor neuron degeneration are largely unknown and there are currently no effective therapies to treat this disease. In this work, we report whole transcriptome profiling of spinal cords of mutant transgenic hPFN1^G118V^ mice and their wildtype transgenic hPFN1^WT^ controls at a pre-symptomatic stage and at the end-stage of disease. Analyses revealed that end-stage hPFN1^G118V^ mice had 890 differentially expressed genes (747 up-regulated, 143 down-regulated) when compared to pre-symptomatic hPFN1^G118V^ mice, and they had 836 differentially expressed genes (742 up-regulated, 94 down-regulated) when compared to age-matched hPFN1^WT^ controls. Pre-symptomatic hPFN1^G118V^ mice were not significantly different from age-matched hPFN1^WT^ controls. Ingenuity Pathway Analysis identified inflammatory pathways significantly activated in end-stage hPFN1^G118V^ samples, suggesting an excess of glial activation at end-stage disease, possibly due to an increase in glial composition within the spinal cord during disease progression. In conclusion, our RNA-Seq data identified molecules and pathways involved in the mechanisms of neurodegeneration that could potentially serve as therapeutic targets for ALS.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a fatal neurodegenerative disease characterized by the loss of upper and lower motor neurons. Individuals affected by the disease develop progressive muscle weakness and atrophy, eventually leading to death due to respiratory failure^1,2^. While clinical studies and basic research have provided insight into mechanisms of ALS, no causative and treatable mechanism has been identified.

For more than 10 years, the complex pathogenesis of ALS has been evaluated with a variety of gene expression profiling methods, such as microarrays and RNA sequencing (RNA-Seq), coupled with whole-tissue or laser-capture microdissected tissue at several stages of disease in mutant SOD1 ALS mouse models^3–8^ and in postmortem patient tissues^9–14^. Most studies that analyzed gene expression in ALS mouse models (reviewed in^15^) were conducted before RNA-Seq had been developed or made widely accessible, so they relied heavily on microarray techniques. While useful and relatively inexpensive, microarray experiments often are limited in the number of genes that can be evaluated (sometimes less than 2,000 genes), which limits the detection scope to transcripts corresponding to genomic sequencing data that is available in the public domain at the time the experiments are conducted^16^. RNA-Seq, however, has the advantage of using virtually all RNAs and corresponding cDNA sequences in the tissue, which enables detection of virtually all known and novel transcripts in the cells or tissues. Additionally, background noise is lower with RNA-Seq than with microarrays, and RNA-Seq bypasses technical issues inherent to microarrays, such as cross-hybridization, nonspecific hybridization, and limited dynamic range^16,17^.

Recently, our lab developed transgenic mouse lines that overexpress human profilin1. One strain carries the gene with a mutation at position 118 (hPFN1^G118V^), and the other carries a wild-type copy (hPFN1^WT^)^18^. A second mouse model with mutation in PFN1 that over expresses PFN1^C71G^ has been reported with robust ALS-like symptoms and pathologies^19^. hPFN1^G118V^ is one of eight identified profilin1 mutations that have been reported in ALS patients^20,21^. The hPFN1^G118V^ mouse model exhibits many key clinical and pathological signs consistent with human ALS, including loss of lower and upper motor neurons, aggregation of mutant profilin1, activation of glial cells, fragmented mitochondria, muscle atrophy, weight loss, abnormally ubiquitinated proteins, reduced expression of choline acetyltransferase, and reduced survival^18^. We examined transcriptomic changes in spinal cord tissue of hPFN1 mice to gain insights into the mechanism(s) of mutant hPFN1 neurotoxicity. Unlike human transcriptomic analyses, which are limited to tissues from patients with end-stage ALS, this mouse model provides the opportunity to examine changes that occur pre-symptomatically in the central nervous system, in addition to those that occur at the end-stage of disease.

The aim of this work was to identify molecular changes in spinal cords of the hPFN1^G118V^ ALS mouse model at pre-symptomatic and end-stages. To our knowledge, this is the first study to use next-generation RNA-Seq to measure gene expression in hPFN1^G118V^ mice at pre-symptomatic and end-stages. We report evidence that the overall transcriptome profiles of spinal cord tissues were highly similar, and that those of hPFN1^G118V^ mice with end-stage disease clustered away from those of hPFN1^WT^ mice. This study led to the discovery of 890 genes that were differentially expressed in mutant mice with end-stage disease, as compared to mutant mice that were pre-symptomatic (i.e., 50 days old); of the 890 genes, 747 were up-regulated and 143 were down-regulated.

## Results

### RNA-Seq data analysis

Sixteen spinal cord samples from male hPFN1^G118V^ and age-matched hPFN1^WT^ mice were used in this study. 

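The spinal cord libraries came from 5 mutant old (MO), 3 mutant young (MY), 5 wild-type old (WO) and 3 wild-type young (WY) mice, where mutant mice express human profilin1 with the G118V change and wild-type mice express the unchanged human protein. The MY and WY mice were 50 days old. The MO mice were 175 to 245 days old and the WO mice 190 to 294 days old. All MY and WY libraries belonged to batch 1, whereas MO and WO each had 3 libraries in batch 1 and 2 in batch 2. The 2 WO mice of batch 2 were both 294 days old, older than every MO mouse. Between 30955215 and 62373141 cleaned fragments were sequenced per MO mouse (median 47120118) and between 37093439 and 43616751 per MY mouse (median 41432780). The WO libraries held 35207083 to 71927022 cleaned fragments (median 48951584) and the WY libraries 34048886 to 45747075 (median 44309399). Depth was higher in batch 2 (median 63661202) than in batch 1, where no library exceeded 50499947. The authors cleaned the reads with Trimmomatic, aligned them to mm10 with TopHat and computed FPKM per gene with Cufflinks. They added 1, took log2 and adjusted the values for batch with ComBat, and the paper's text names no covariate for that step. The deposited table holds these adjusted values, 1 column per mouse, and every value reported here starts from it. The number of fragments behind a single gene is unknown, so no counting error could be given. A log2 fold change was the difference between group means of log2(1 + FPKM), which is smaller than the log2 ratio of FPKM for genes near or under an FPKM of 1. In 1 library, MO5, *Xist* was at 3.21, against at most 0.37 in the 15 other mice, and the Y-linked gene *Ddx3y* was at 1.95, against at least 4.06. Gene positions came from GENCODE M21 on the same genome build (GRCm38), joined by gene symbol.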

The experiments used male hPFN1^G118V^ mice that were pre-symptomatic (50 days old; mutant young [MY]) or at the end-stage of disease (175–245 days old; mutant old [MO]), as well as age-matched hPFN1^WT^ mice (wild-type young [WY], and wild-type old [WO], respectively) (Table 1). When hPFN1^G118V^ mice could not right themselves within 20 seconds, they were considered at end-stage of disease^18^. Female mice were excluded to reduce effects on gene expression due to hormonal fluctuations of the estrus cycle. The numbers of sequenced fragments before and after the cleaning step, the lengths of cleaned sequences, and the GC content of cleaned sequences are presented in Table 1. 

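The authors removed a gene when its FPKM was 0 in at least 8 of the 16 mice. This filter preceded the batch correction and could not be repeated on the corrected values, none of which was exactly 0. After correction, 915 values in 542 genes were below 0. Between 24 and 46 values per mouse were below 0 in batch 1 and between 73 and 160 in batch 2. The median over genes lay between 2.81 (WO1) and 2.89 (MO3). A mean of at least 1 over the 16 mice was found for 13530 genes. GENCODE M21 held the symbols of 17419 genes (95.9%), and 73 genes were micro, small nucleolar or small Cajal body RNAs.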

After gene expression levels were calculated and unexpressed genes filtered out, 18,167 genes remained.

**Table 1:** Sample identity and RNA-Seq statistics.

Mouse ID	Genotype^1^	Age (days)	Batch	Total sequenced fragments	Total cleaned fragments	Sequence length	%GC	qRT-PCR^2^
MO1	MUT	198	1	31595682	30955215	36–76	48	X
MO2	MUT	190	1	37449858	36869443	36–76	48	X
MO3	MUT	245	1	51360499	50499947	36–76	48	X
MO4	MUT	224	2	63553644	62373141	36–76	49	
MO5	MUT	175	2	47682463	47120118	36–76	49	
MY1	MUT	50	1	44323436	43616751	36–76	48	X
MY2	MUT	50	1	42110571	41432780	36–76	48	X
MY3	MUT	50	1	37757883	37093439	36–76	48	X
WO1	WT	190	1	49828561	48951584	36–76	48	X
WO2	WT	190	1	39015596	38404019	36–76	48	X
WO3	WT	190	1	35855593	35207083	36–76	48	X
WO4	WT	294	2	72735989	71927022	36–76	50	
WO5	WT	294	2	65738082	64949263	36–76	49	
WY1	WT	50	1	34559215	34048886	36–76	47	X
WY2	WT	50	1	46519005	45747075	36–76	48	X
WY3	WT	50	1	45006658	44309399	36–76	48	X

^1^MUT, hPFN1^G118V^; WT, hPFN1^WT^.

^2^“X” indicates samples assayed for qRT-PCR.

The sequence data analysis of spinal cord RNA samples in 2 batches showed significantly fewer gene sequences were detected in batch 1 than in batch 2, suggesting a potential batch effect between the two libraries. Unsupervised hierarchical clustering of the filtered log_2_(1 + FPKM) data before batch correction revealed that samples from batch 1 and 2 clustered into two separate clusters, independent of age and genotype (Fig. 1A). 

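On the corrected values, the mean Euclidean distance between mice was 33.8 among MO mice and 32.2 among the 11 WO, WY and MY mice. Between MO mice and the others it was 52.3. The nearest mouse of each of the 5 MO mice was another MO mouse. Complete linkage into 2 clusters placed 16 of 16 mice on the side of their group, MO or not MO. The count was 16 as well with average or Ward linkage, without micro and small nucleolar RNAs, and with genes whose mean log2(1 + FPKM) was at least 1.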

After batch-effect correction, unsupervised hierarchical clustering showed a clear separation of end-stage mutant mice from the other three groups (WO, WY, and MY) (Fig. 1B). The clustering of MO samples from different batches reveals biological reproducibility within the MO samples and illustrates the importance of the batch-correction step. 

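The MO mice of batch 2 were on average 32.9 from the MO mice of batch 1 and 51.3 from the WO mice of batch 2. Within batch 1, MO and WO mice were 54.5 apart. Fold changes between WO and MO were also computed within each batch, from 3 WO and 3 MO mice of batch 1 and from 2 WO and 2 MO mice of batch 2. For the genes that differed between WO and MO with all mice (FDR at most 0.05 and a fold change of at least 1.5), the direction was the same in both batches in 836 of 836 genes. The Pearson correlation between the batches was 0.946 across these genes, which are not independent replicates and were selected with the mice of both batches. Their median absolute log2 fold change was 0.92 in batch 1 and 0.92 in batch 2. The batch correction adjusted the scale of each gene in each batch, so the similar sizes and the correlation are not independent of it. From the clustering of MO mice of different batches, the paper states that the MO samples were biologically reproducible and that batch correction was important.

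**Figure D1:**
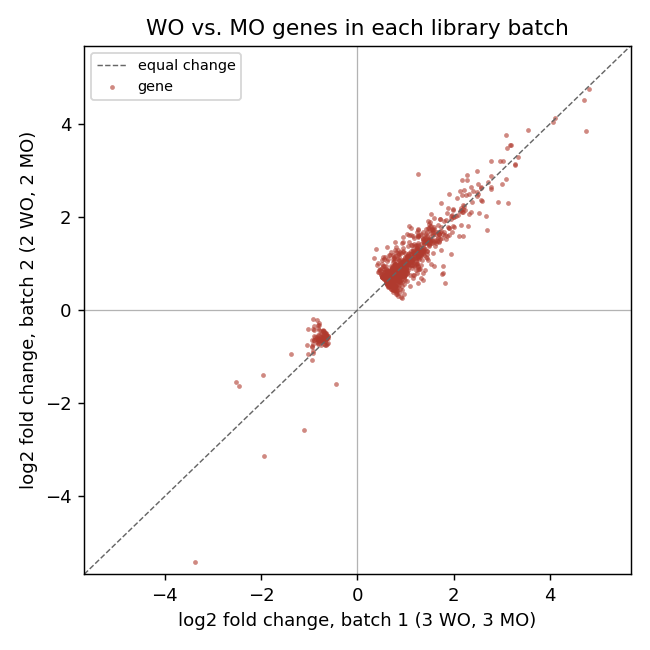
Log2 fold change (WO vs. MO) of the 836 differentially expressed genes in batch 1 (3 WO and 3 MO mice, horizontal axis) and batch 2 (2 WO and 2 MO mice, vertical axis), with 1 point per gene and a dashed line at equal change. Values run from -3.38 to 4.81 in batch 1 and from -5.41 (*Snord104*) to 4.74 (*Cst7*) in batch 2, and each gene has the same sign in both.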

Spearman’s rank correlation coefficient clustering (Fig. 1C) of the batch-effect-corrected data revealed similar separation of MO from all other samples. However, it should be noted that the lowest value of all Spearman’s rank correlation comparisons in this data set was 0.975, indicating that even the most different spinal cord transcriptomes were highly correlated. 

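The lowest of the 120 coefficients, over all 18167 genes, belonged to MO2 of batch 1 and WO5 of batch 2. The 55 pairs of an MO mouse with a mouse of another group had a median coefficient of 0.980, and the 26 pairs within a group 0.993. The 39 pairs between WO, WY and MY mice had a median of 0.992. Within a batch, MO mice and mice of other groups correlated at 0.978 to 0.983 (31 pairs, median 0.980). Across batches they correlated at 0.975 to 0.989 (24 pairs, median 0.985). Restricting the genes to those with a mean log2(1 + FPKM) of at least 1 moved the lowest coefficient most, to 0.959.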

Principle component analysis (PCA) confirmed clustering of MO samples apart from all others, in agreement with Spearman’s and unsupervised hierarchical clustering analysis (Fig. 1D). 

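On centered and scaled genes, the first principal component held 28.3% of the variance. MO mice scored from 76.0 (MO5) to 123 (MO2) on it, and the highest score of another mouse was 31.3 (WY1). Both MO mice of batch 2 lay at the lower end of the MO scores, at 77.6 and 76.0, and above every mouse of the other groups. The second component held 13.6% of the variance and ran from -132 (WY1) to 102 (MO1), with MO mice spread between -47.1 and 102. Without scaling of the genes, which moved these shares most, the first component held 47.5%.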

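Among the 11 WO, WY and MY mice, 8 had their nearest mouse by Euclidean distance in their own group. Scores on the first principal component ran from -62.4 to -46.7 for MY and from -67.9 to -24.5 for WO, and WY2 and WY3 scored -67.2 and -37.9. On the second component, the MY scores (9.81 to 27.2) lay within the range of the WY scores (-132 to 32.6), as did the WO scores (-50.0 to 21.2).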

No recognizable clustering pattern from WO, WY, and MY samples was detected in unsupervised hierarchical clustering, Spearman’s rank correlation, or PCA, suggesting a high degree of similarity among the three groups.

**Figure 1:**
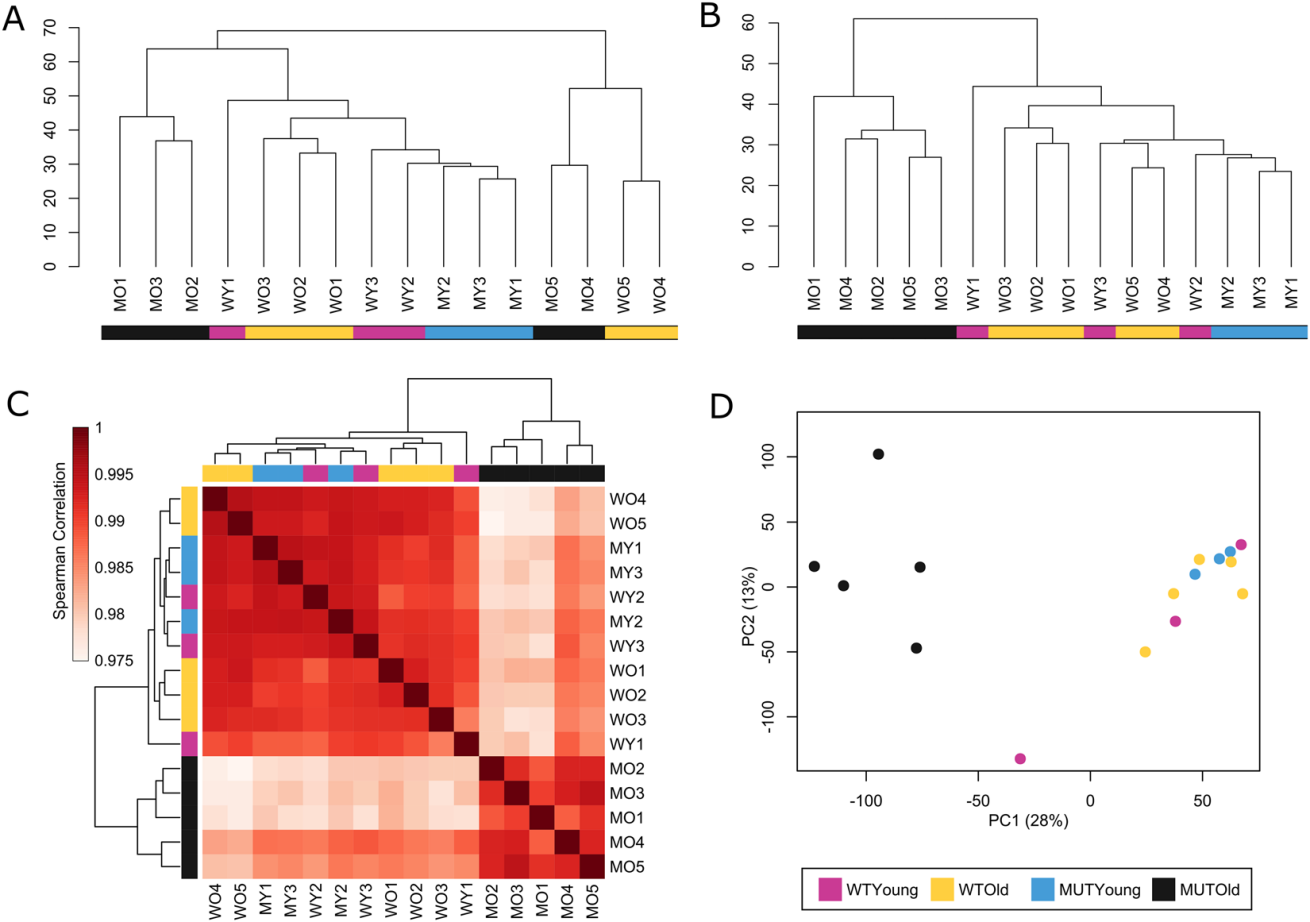
Analysis of 16 spinal cord samples based on normalized expression values of 18,167 genes. (**A**,**B**) Unsupervised hierarchical clustering. (**A**) Separation of batch 1 and batch 2; no batch-effect correction. (**B**) Post-batch-effect correction; batch separation minimized, and clearly separate clustering of MO samples from the other samples. (**C**) Heatmap showing the pair-wise Spearman’s rank correlation between all samples and clustering of MO samples apart from the other three groups. (**D**) PCA plot of samples in which MO mice are clustered away from the other three groups.

### Gene expression specificity by cell type

We verified the cell-type compositions of the spinal cord samples by analyzing expression of genes specifically expressed by neurons, motor neurons, astrocytes, oligodendrocytes, and microglia (Fig. 2, genes are listed in Supplementary Table S1)^10,22^. In MO samples, astrocyte and microglia compositions were significantly higher and motor neuron composition was significantly lower than in WO, WY, and MY. 

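Composition was the geometric mean of log2(1 + FPKM) over the marker genes of Supplementary Table S1. All 60 astrocyte and 5 motor neuron markers were used. Of the 5 microglia markers, *Itgax* was left out because its corrected values were at or below 0 in WO4 and WO5. Pairs of groups were compared by exact permutation tests (two-sided), adjusted over 30 pairs of groups and cell types (Benjamini-Hochberg, BH). Microglia composition was 4.04 ± 0.33 (SD, n = 5) in MO, 2.21 ± 0.23 (n = 5) in WO, 2.36 ± 0.06 (n = 3) in MY and 2.33 ± 0.12 (n = 3) in WY. Astrocyte composition was 3.53 ± 0.06 in MO, 3.16 ± 0.11 in WO, 3.22 ± 0.01 in MY and 3.26 ± 0.06 in WY. For both cell types every MO mouse exceeded every other mouse, with exact permutation p = 0.00794 against WO and p = 0.0357 against MY and WY, the smallest values that 5 against 5 and 3 against 5 mice allow. Motor neuron composition was 1.443 ± 0.10 in MO, 1.802 ± 0.07 in WO, 1.65 ± 0.01 in MY and 1.64 ± 0.11 in WY. It was lower in MO than in WO (exact p = 0.00794) and MY (exact p = 0.0357), without overlap, but WY1 (1.52) lay within the MO range and the exact test of WY and MO gave p = 0.0714. Before adjustment 14 of the 30 pairs had p below 0.05, and after it none did, with a lowest adjusted p of 0.0765 that groups without overlap also received, so the group sizes limited this outcome. The Tukey-Kramer test, the alternative that moved these calls most, put 13 of the 30 pairs below 0.05. The difference between WO and MO was 1.802 in batch 1 and 1.854 in batch 2 for microglia, 0.35 and 0.41 for astrocytes, and -0.40 and -0.30 for motor neurons. Batch 2 held no young mice. The astrocyte composition of WO5 (2.97) was lower than that of the other WO mice (3.196 to 3.223). From these compositions, the paper states that astrocytes and microglia were increased and motor neurons decreased at end-stage.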

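All 35 oligodendrocyte markers were used. Their geometric mean was 5.13 ± 0.04 (SD, n = 3) in WY, 5.05 ± 0.05 (n = 3) in MY, 4.66 ± 0.08 (n = 5) in WO and 4.55 ± 0.24 (n = 5) in MO. Each young mouse exceeded each old mouse. The exact permutation test gave p = 0.0357 for each of the 4 pairs of a young and an old group (adjusted p = 0.0765 for each). From WO to MO the difference was -0.11 (exact p = 0.373, adjusted p = 0.509). It was -0.23 among the mice of batch 1 and 0.07 among those of batch 2. In batch 1, where all 4 groups could be compared, MO differed from WY by -0.74 and WO from WY by -0.51.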

Significant changes in oligodendrocytes appeared to be dependent on the age of the mice in WO and MO samples, compositions of oligodendrocytes were significantly lower than in each of the younger samples but were not statistically different from each other. 

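The neuron list held 71 genes here, against 72 in the paper, and all 71 were in the table. Neuron composition was 3.62 ± 0.08 (SD, n = 3) in WY, 3.71 ± 0.01 (n = 3) in MY, 3.64 ± 0.04 (n = 5) in WO and 3.66 ± 0.03 (n = 5) in MO. The largest difference, 0.09 from WY to MY, had an exact permutation p = 0.1, the smallest that 3 against 3 mice allow. MY and MO did not overlap, with a difference of -0.05 (exact p = 0.0357, adjusted p = 0.0765). From WO to MO the difference was 0.02 (exact p = 0.421), and 0.02 within each batch, but it was -0.06 with the arithmetic mean in place of the geometric mean.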

Neuron populations were not significantly different among the four groups.

**Figure 2:**
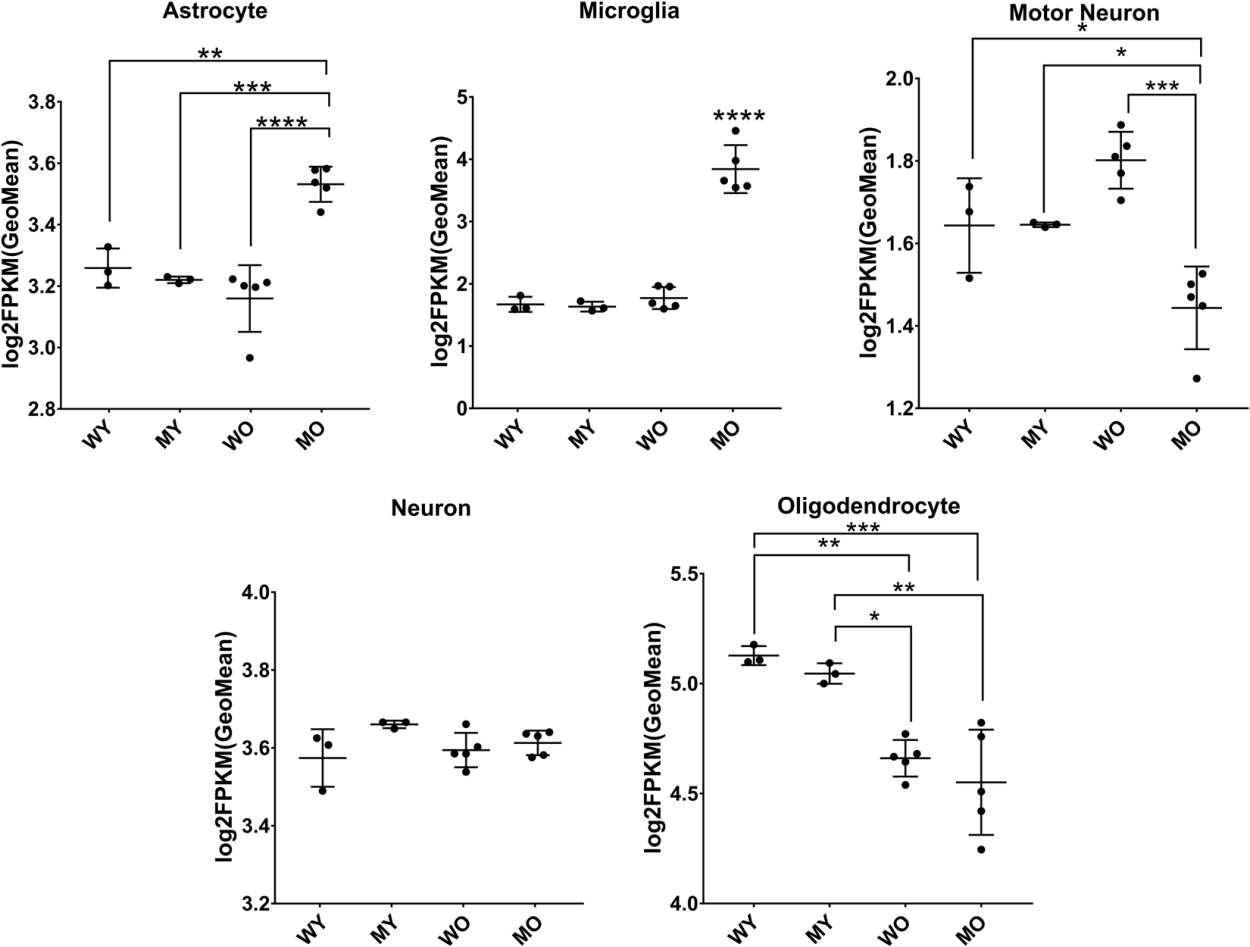
Cell-type composition of spinal cord samples. Changes in specific cell types indicated by geometric mean of the log_2_(1 + FPKM) values of cell-type marker genes for each cell type. Statistical differences in cell type composition are calculated by the Tukey Kramer test. Number of marker genes used per cell type: 60 for astrocyte, 5 for microglia, 5 for motor neuron, 72 for neuron, and 35 for oligodendrocyte. Error bars indicate SD; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Differential expression

To determine the differential gene expression between presymtomatic and end-stage hPFN1^G118V^ mice and age-matched hPFN1^WT^ mice, we used *limma*, an open-source R-based software package that analyzes differential expression of log_2_-transformed FPKM values^23^. A total of 1,048 genes were significantly (FDR < 0.05) differentially expressed with an absolute fold change of 1.5 or greater for four comparisons: WO vs. MO, MY vs. MO, WY vs. WO, and WY vs. MY (Supplementary Table S2). 

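Each comparison was fitted with limma on the 2 groups it compares, with the second group minus the first as the log2 fold change, over 18167 genes. The P values and t statistics of Supplementary Table S2 imply total degrees of freedom of such separate fits, which were 8.45, 10.46, 8.42 and 6.29 here for MY vs. MO, WO vs. MO, WY vs. WO and WY vs. MY. A gene counted as differentially expressed with a BH-adjusted p (FDR) at or below 0.05 and an absolute log2 fold change of at least 0.585, the log2 of 1.5. All genes of Supplementary Table S2 passed, and their log2 fold changes differed from the paper's by at most 5e-05. Of the genes in at least 1 comparison, 1029 belonged to MY vs. MO or WO vs. MO and 19 only to WY vs. WO or WY vs. MY. The total moved most when limma's treat tested against a fold change of 1.2, which left 827 genes, while the mice of batch 1 alone gave 1258. Of the 1048 genes, 10 were micro or small nucleolar RNAs.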

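The highest group mean was that of MO in 839 of the 1048 genes (80.1%). In 733 genes (69.9%) all 5 MO mice exceeded all 11 other mice, an order that chance gives in 0.0229% of genes, although these genes were selected for a difference that involves MO in most cases. In 63 genes all MO mice were below all others. Among the genes of MY vs. MO or WO vs. MO, 847 were higher and 182 lower in MO.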

A heatmap shows that most differentially expressed genes were up-regulated in spinal cord samples from the MO group (i.e., hPFN1^G118V^ mice at end-stage; Fig. 3A).

**Figure 3:**
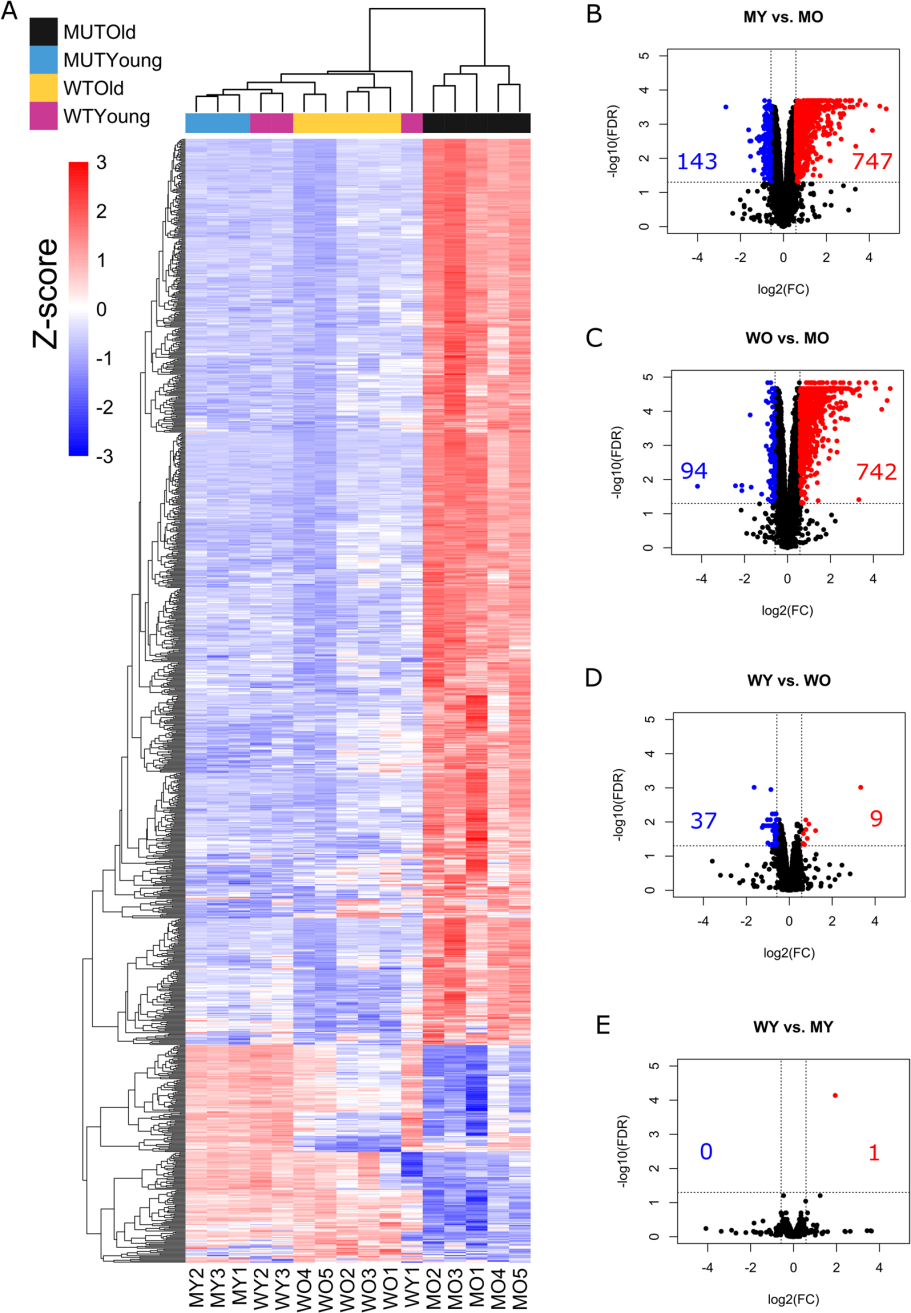
Heatmap and volcano plots of differential expression. (**A**) Heatmap shows 1,048 significantly (FDR ≤ 0.05) differentially expressed genes across four comparisons (MY vs. MO, WO vs. MO, MY vs. WY, WY vs. WO) from each spinal cord sample. Colors above the heatmap indicate mouse age and genotype. Each row of the heatmap represents the z-score transformed log_2_(1 + FPKM) values of one differentially expressed gene across all samples (blue, low expression; red, high expression). (**B**–**E**) Volcano plots of significantly differentially expressed genes, (FDR ≤ 0.05 and |FC| ≥ 1.5; red, up-regulated; blue, down-regulated). Numbers of genes up-regulated or down-regulated are denoted.

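Between MY and MO, the groups did not overlap in 886 of the differentially expressed genes, an order that chance gives in 3.57% of genes, although these genes were selected for a difference between the same mice. The 3 largest increases without overlap were those of *Lyz2*, *Cst7* and *Gpnmb*. *Lyz2* (lysozyme 2, chromosome 10, 117277331 to 117282321), which has a close paralog whose reads it can share, rose from 3.26 ± 0.03 (SD, n = 3) in MY to 8.04 ± 0.90 (n = 5) in MO. Its log2 fold change was 4.79 (SE 0.45, FDR = 0.000357). *Cst7* (chromosome 2, 150570415 to 150578944) rose by 4.49 (SE 0.39, FDR = 0.000297) and *Gpnmb* (chromosome 6, 49036546 to 49070929) by 4.14 (SE 0.57, FDR = 0.00152). The 3 largest decreases without overlap were those of *Tgoln2*, *Nid1* and *Chodl*. *Tgoln2* fell by 2.68 (SE 0.24, FDR = 0.000314), had no match in GENCODE M21, and varied from -0.03 to 3.37 among the 3 WY mice. *Nid1* (chromosome 13, 13437551 to 13512269) fell by 1.62 (SE 0.22, FDR = 0.00147) and *Chodl* (chromosome 16, 78930948 to 78951733) by 1.57 (SE 0.25, FDR = 0.00312). MY mice were all of batch 1. With the 3 MO mice of batch 1 alone, all 890 genes had the same direction, 817 had a larger change, and the median absolute log2 fold change was 0.98 against 0.88 with all mice. The number of differentially expressed genes was then 1099, of which 258 were down-regulated.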

Expression varied most between hPFN1^G118V^ mice that were at end-stage of disease and those that were pre-symptomatic (MY vs. MO), in which 890 genes were differentially expressed, with 747 up-regulated and 143 down-regulated, as shown in the volcano plot (Fig. 3B). When end-stage hPFN1^G118V^ mice were compared to age-matched hPFN1^WT^ mice (WO vs. MO), 836 differentially expressed genes were identified, with 742 up-regulated and 94 down-regulated (Fig. 3C). 

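WO and MO did not overlap in 778 of these genes, which were selected for a difference between the same mice (chance share in unselected genes 0.794%). The largest increases without overlap were those of *Cst7* (log2 fold change 4.78, SE 0.37, FDR = 2.16e-05), *Lyz2* (4.64, SE 0.45, FDR = 4.85e-05) and *Gpnmb* (4.39, SE 0.47, FDR = 8.81e-05). The largest decreases without overlap were those of *Mir6992* (-2.42, SE 0.63, FDR = 0.0152), *Snora3* (-2.13, SE 0.55, FDR = 0.0148) and *Chodl* (-1.74, SE 0.20, FDR = 0.000129). *Mir6992* and *Snora3* are 109 and 132 nucleotides long, and neither passed an FDR of 0.05 with the 3 WO and 3 MO mice of batch 1 (FDR = 0.236 and 0.0819). With the FDR alone and no minimum fold change, 5075 genes differed between WO and MO and 4646 between MY and MO. When limma's treat was used, 698 genes differed between WO and MO and 677 between MY and MO. WO vs. MO had 5 mice per group and MY vs. MO 3 against 5, so these counts differ in power. With 3 mice per group, all of batch 1, both thresholds gave 1099 genes for MY vs. MO and 873 for WO vs. MO. Quantile normalization lowered the share of up-regulated genes from 88.8% to 82.8% for WO vs. MO and from 83.9% to 76.3% for MY vs. MO. From the numbers of genes past both thresholds, the paper states that expression varied most between MY and MO.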

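In MY vs. MO alone, 105 genes were up-regulated and 88 down-regulated, and in WO vs. MO alone 100 and 39. Across all genes, the log2 fold changes of the 2 comparisons correlated with Pearson r = 0.899, and 79.8% had the same sign. Both comparisons use the same MO mice, which alone links their fold changes. In 20 simulations with unchanged groups of the same sizes, the mean r was 0.43 and the same sign occurred in 64.3% of genes. The genes are not independent replicates. The number of genes in both comparisons was 738 with the mice of batch 1 alone and 551 with limma's treat.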

A subset of 697 genes were differentially expressed in both MO vs. MY and WO vs. MO comparisons as shown by Venn diagram (Fig. 4A); of these, 642 were up-regulated, 55 were down-regulated, and none were regulated in opposite directions in both comparisons (Fig. 4B). 

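Between WY and WO, 204 genes had an FDR at or below 0.05 and 2447 an unadjusted P below 0.05. The genes that also had a fold change of at least 1.5 did not overlap in any mouse, and were selected for a difference between the same mice (chance share in unselected genes 3.57%). The 3 largest increases were those of *Mir8103* (log2 fold change 3.33, SE 0.20, FDR = 0.000968), *Abca8a* (1.22, SE 0.16, FDR = 0.0179) and *Gabra2* (0.91, SE 0.10, FDR = 0.0115). *Mir8103* is 107 nucleotides long and had the value 0.58 in all 3 WY mice, its lowest in any mouse. The 3 largest decreases were those of *9630013A20Rik* (-1.64, SE 0.09, FDR = 0.000968), which is annotated as antisense to another gene, *Opalin* (-1.26, SE 0.16, FDR = 0.0145) and *Rab7b* (-1.21, SE 0.14, FDR = 0.0127). Of these genes, 15 were also differentially expressed in MY vs. MO, of which 3 (*Cd44*, *Cd9* and *Fcrls*) changed in the opposite direction, and 17 in WO vs. MO, of which 15 changed in the opposite direction. Of these 15, 12 were lower in WO than in WY and higher in MO than in WO, such as *9630013A20Rik* (0.81 in WO vs. MO) and *Rab7b* (0.95). The same WO mice enter WY vs. WO and WO vs. MO, which pushes their fold changes apart. Across all genes r was -0.303 between these comparisons, against a mean of -0.435 in the simulations with unchanged groups. The number of differentially expressed genes changed from 46 to 73 with the mice of batch 1 alone, to 3 with limma's treat, to 7 without WY3 and to 64 without WO4. Without WY3, *Abca8a*, *Gabra2*, *Opalin* and *Rab7b* no longer passed the thresholds. *Opalin* also failed without WY1, and *Abca8a* without WY1, WY2, WO1 or WO2. *Hmgcs1* (-0.998, FDR = 0.0412) failed in 6 of the 8 fits that each left out 1 mouse, all but those without WO4 or WO5. All 46 genes had the same direction in batch 1 alone.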

The WY vs. WO comparison revealed that only 46 genes are differentially expressed (9 up-regulated, 37 down-regulated) (Fig. 3D); 27 of the 46 were shared with the MY vs. MO comparison, the WO vs. MO comparison, or both, suggesting potential overlap of dys-regulated expression of specific genes involved in progression of motor neuron disease and aging (Fig. 4A). 

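Between WY and MY, 1301 genes had an unadjusted P below 0.05, and the median log2 fold change over all genes was -0.0025. *Prnp* (prion protein, chromosome 2, 131909928 to 131938429) was at 8.63 ± 0.04 (SD, n = 3) in WY and 10.57 ± 0.03 (n = 3) in MY. Its log2 fold change was 1.94 (SE 0.04, FDR = 7.27e-05), and every MY mouse exceeded every WY mouse, an order that chance gives in 10% of genes. *Gabra2* had a log2 fold change of 1.24 (SE 0.10) and did not pass (FDR = 0.0623). All 6 mice belonged to batch 1. With all 4 groups in 1 fit, 4 genes were differentially expressed, and without WY1 the number was 5.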

Analysis of WY vs. MY identified only one significantly dys-regulated gene, *Prnp*, which was up-regulated (Fig. 3E). This gene was significantly up-regulated also in the WO vs. MO comparison (Fig. 4A).

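*Prnp* was at 8.65 ± 0.15 (SD, n = 5) in WO and 10.76 ± 0.24 (n = 5) in MO. The log2 fold change was 2.105 (SE 0.11, FDR = 1.46e-05), with 2.30 among the mice of batch 1 and 1.81 among those of batch 2. All 5 MO mice exceeded all 5 WO mice. With age, *Prnp* changed by 0.19 in mutant mice (MY vs. MO, SE 0.13, FDR = 0.331) and by 0.02 in wild-type mice (WY vs. WO, SE 0.08, FDR = 0.96), the latter becoming -0.08 with the mice of batch 1 alone.

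**Figure D2:**
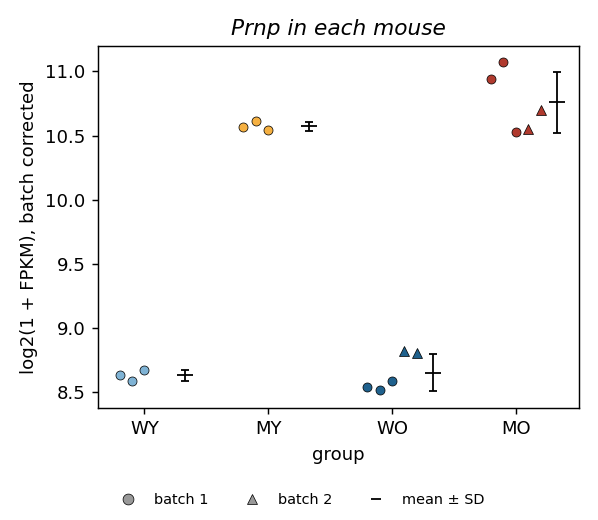
*Prnp* expression of each mouse in WY, MY, WO and MO, as batch-corrected log2(1 + FPKM). Circles are mice of batch 1, triangles mice of batch 2, and bars the mean and SD. The MY and MO mice lie at 10.53 or above and the WY and WO mice at 8.82 or below.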

**Figure 4:**
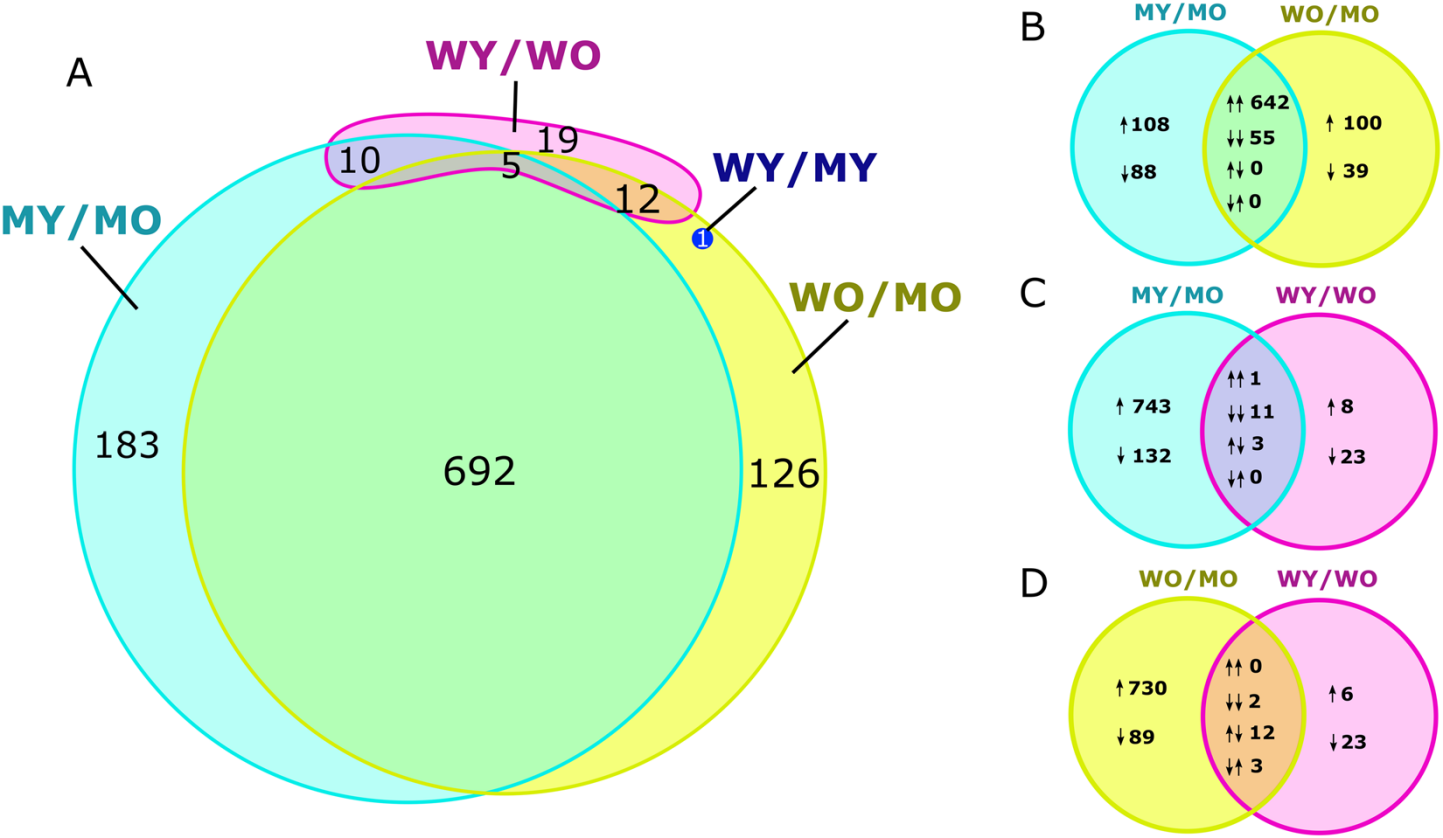
Venn diagrams of differential expression. (**A**) Venn diagram indicating the number of significantly differentially expressed genes (FDR ≤ 0.05 and |FC| ≥ 1.5) across the four comparisons (MY vs MO, WO vs MO, WY vs WO, WY vs MY). (**B**–**D**) Detailed analysis between three comparisons illustrating overlap between up- and down-regulated genes. Pairs of arrows in intersection refer to direction of fold change in comparisons on the left and right sides, respectively.

### Pathway analysis

Ingenuity Pathway Analysis identified functionally relevant cellular pathways that were linked to differentially expressed genes in the MY vs. MO (890 genes) and WO vs. MO (836 genes) comparisons. Because the ideal set size for IPA from gene expression data is 200–3,000, we could not analyze the 46-gene set from the WY vs. WO comparison. Of the identified pathways that were considered significant (Fisher Exact P-value < 0.05; Supplementary Table S3), IPA predicted significant activation (z-score >2) of 37 pathways in the MY vs. MO comparison and 45 pathways in the WO vs. MO comparison (Fig. 5).

**Figure 5:**
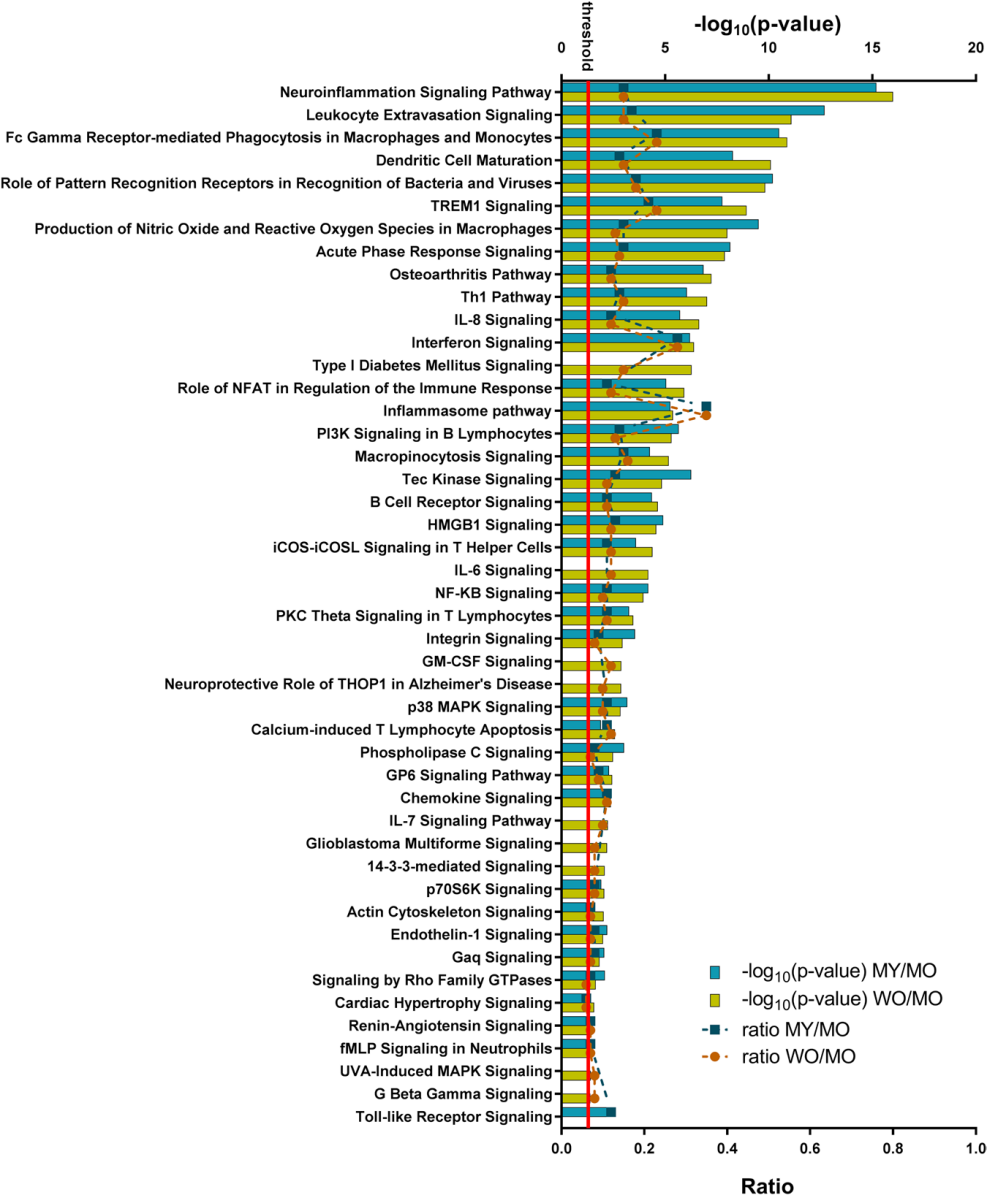
Significantly activated pathways in hPFN1^G118V^ spinal cord tissue. IPA identified pathways (P ≤ 0.05) that are significantly activated (z-score ≥2) in differentially expressed genes from MY vs. MO and/or WO vs. MO comparisons. The –log_10_(P-value) is reported on the upper axis, with the threshold P-value indicated by a red line at –log_10_(P-value) = 1.3. The ratio between the number of differentially expressed genes and the number of genes in the specific pathway is reported on the bottom axis. Lack of a bar from MY vs. MO or WO vs. MO for a specific pathway indicates that the comparison did not meet the criteria of P ≤ 0.05 and/or z-score ≥2.

Pathways with biological relevance to ALS are listed in Fig. 6. Differentially expressed genes corresponded to, most notably, components of neuroinflammation signaling, radical-generating pathways, inhibition of matrix metalloproteases, inflammasome pathway, autophagy, interleukin signaling and production, NF-kB signaling, apoptosis, MAP kinase signaling, and actin cytoskeleton signaling. The neuroinflammation signaling pathway had one of the lowest P-values of the identified pathways in both comparisons and was predicted to be significantly up-regulated (z-score of ~5.6 for WO vs. MO and ~5.5 for MY vs. MO). 

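Supplementary Table S3 lists 47 molecules of this pathway in each comparison. The pathway analysis started from the differentially expressed genes, so these are pathway members already called in the same mice, not all members. Their change adds no independent evidence. Matched by symbol, 40 of them were differentially expressed genes of MY vs. MO, of which 35 were up-regulated and 5 down-regulated. Their median log2 fold change was 1.00 (range -0.71 to 2.81). In WO vs. MO, 39 matched, of which 36 were up-regulated and 3 down-regulated, with a median of 1.10 (range -0.90 to 2.73). Molecules that did not match by symbol, and the pathway P values and z-scores, were not analysed here.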

Of the genes that were linked to selected ALS-relevant pathways, the highest degree of overlap occurred with those linked to the inflammasome. 

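For the inflammasome pathway, Supplementary Table S3 lists 7 molecules in each comparison, and 6 matched by symbol in each. *Aim2*, *Casp1*, *Casp8*, *Ctsb* and *Pycard* matched in both comparisons, *Tlr4* in MY vs. MO only and *Il1b* in WO vs. MO only. All matched genes were up-regulated, and these too had been called in the same mice before the pathway analysis. Their median log2 fold change was 0.92 in MY vs. MO (0.64 to 1.35) and 0.84 in WO vs. MO (0.64 to 1.33).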

End-stage hPFN1^G118V^ samples (i.e., MO) had significantly increased levels of transcripts encoding components of inflammasome complexes (*Pycard*, *Aim2*, *Casp1*, *Naip2*), as well as other molecules important to the inflammasome pathway (*Casp8*, *Tlr4*, *Il1b*, *Ctsb*).

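*Pycard* (chromosome 7, 127989708 to 127993867) was at 2.50 ± 0.26 (SD, n = 5) in MO, 1.17 ± 0.23 (n = 5) in WO and 1.15 ± 0.12 (n = 3) in MY. Its log2 fold change was 1.35 in MY vs. MO (SE 0.14, FDR = 0.000485) and 1.33 in WO vs. MO (SE 0.14, FDR = 7.18e-05). *Casp1* (chromosome 9, 5298517 to 5307265) rose by 0.93 (SE 0.08, FDR = 0.00027) and 0.88 (SE 0.13, FDR = 0.000699) in the same order, and *Ctsb* by 1.00 and 1.09. *Aim2* rose by 0.91 and 0.71, *Casp8* by 0.64 and 0.80, and *Naip2*, a member of a gene family with similar sequences, by 0.93 and 0.96. For *Aim2* the WY mice (1.34 to 1.79) overlapped the MO mice (1.62 to 2.01). *Tlr4* passed both thresholds in MY vs. MO (0.65, FDR = 0.00116) but not the minimum fold change in WO vs. MO (0.50, FDR = 0.000672). *Il1b* passed both in WO vs. MO (0.64, FDR = 0.00121) but not the minimum fold change in MY vs. MO (0.52, FDR = 0.0222), where it passed with the mice of batch 1 alone (0.61) and without MO5 (0.62). It did not pass in WO vs. MO without MO2 (0.58). In the mice of batch 2 alone, *Il1b* (0.54) and *Aim2* (0.576) were under the minimum fold change in WO vs. MO. Quantile normalization left *Casp8* (0.51) and *Tlr4* (0.55) in MY vs. MO and *Il1b* (0.58) in WO vs. MO under the minimum fold change. Among WO and MO mice the direction was the same in both batches for these 8 genes. Together with *Nlrp3* and *Nlrc4* the list held 10 genes. In each comparison 9 of them had an FDR below 0.05 when adjusted over the list alone and 9 when adjusted over all genes, and 7 also passed the minimum fold change. The paper named most of these genes from the same mice, so the list adds no independent evidence.

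**Figure D3:**
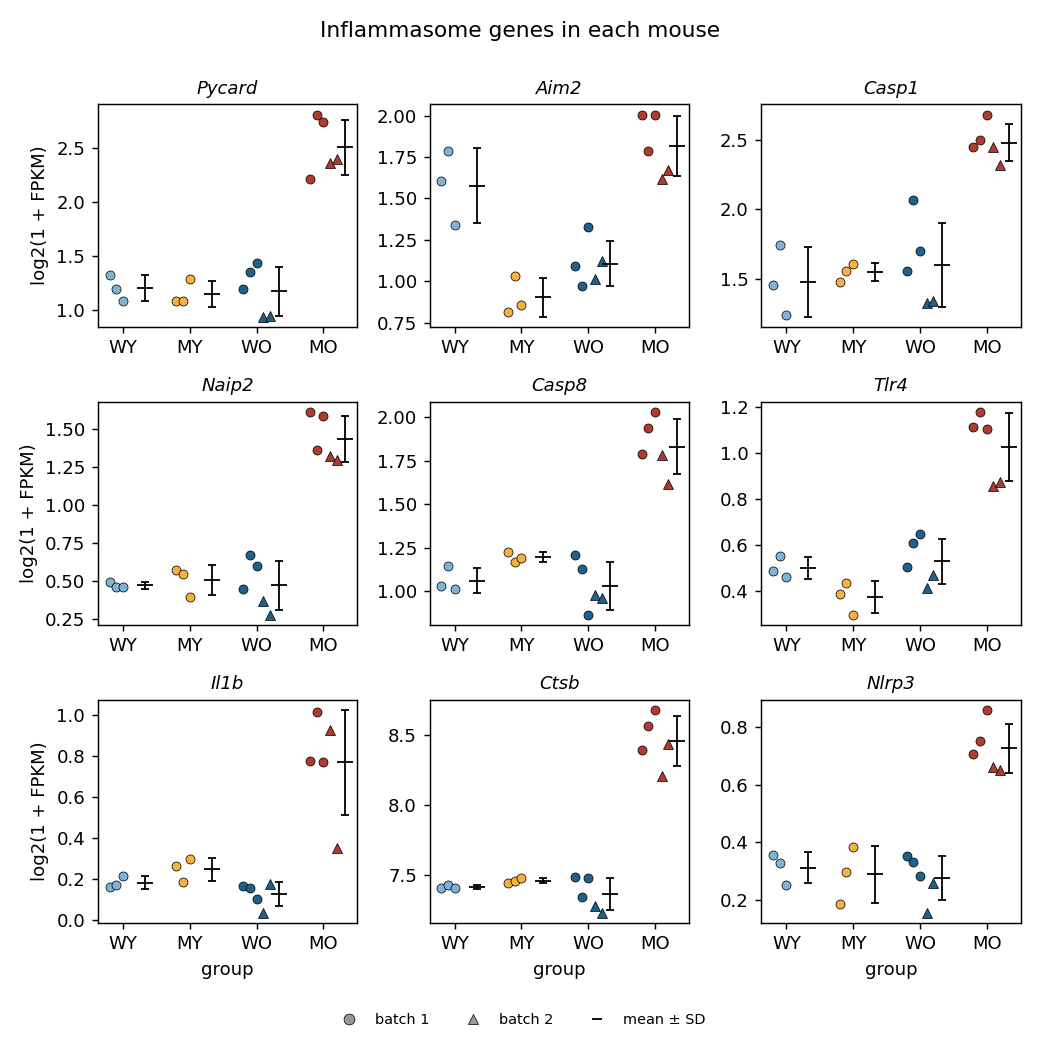
Expression of *Pycard*, *Aim2*, *Casp1*, *Naip2*, *Casp8*, *Tlr4*, *Il1b*, *Ctsb* and *Nlrp3* in each mouse of WY, MY, WO and MO, as batch-corrected log2(1 + FPKM) with its own vertical axis per gene. Circles are mice of batch 1, triangles mice of batch 2, and bars the mean and SD. For *Pycard* the MO mice lie between 2.21 and 2.81 and all other mice at 1.43 or below.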

**Figure 6:**
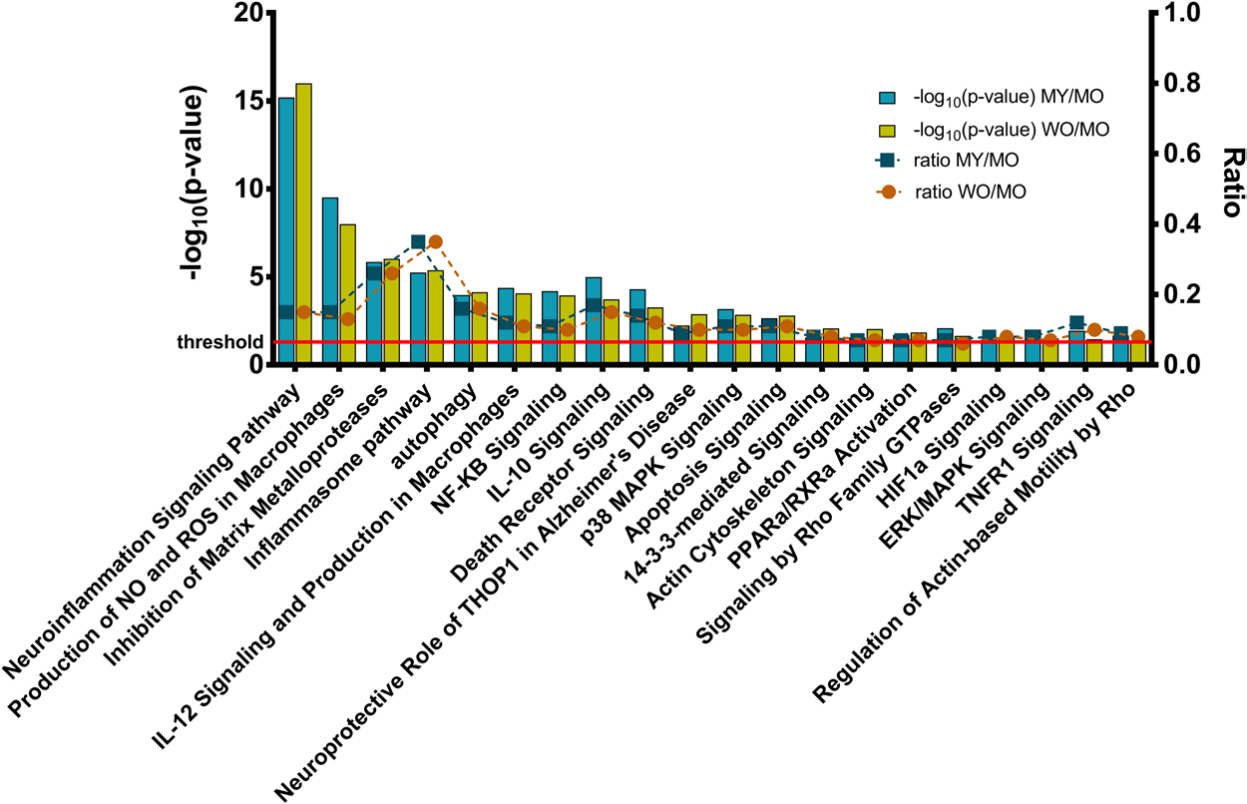
ALS-relevant pathways. IPA identified significantly activated pathways that are relevant to ALS. The –log_10_(P-value) is reported on the left axis, with the threshold P-value (P ≤ 0.05) indicated by a red line at –log_10_(P-value) = 1.3. The ratio between the number of differentially expressed genes and the number of genes in the specific pathway is reported on the right axis. (NO, nitric oxide; ROS reactive oxygen species).

### Validation of RNA-Seq results

RNA-Seq results were validated with qRT-PCR analysis of RNA samples from spinal cords of mice from batch 1. From the differentially expressed genes identified in the four comparisons, we randomly selected 12 candidates with |log_2_FC| > 0.58 (or |FC| > 1.5) and log_2_(1 + FPKM) > 1 across all samples for the given gene (Table 2).The rationale for selecting genes at random for validation was to avoid scientific bias. Because *Prnp* was the only significantly differentially expressed gene in the WY vs. MY comparison, it was included among the 12 genes in the validation set. At least one up-regulated gene and one down-regulated gene was chosen from the genes identified in the other three comparisons for validation of RNA-Seq.

**Table 2:** List of qRT-PCR validated genes*.

Gene Symbol	Description	MY/MO	WO/MO	WY/MY	WY/WO
Abca8a	ATP-binding cassette, sub-family A (ABC1), member 8a	+			+
Ccl6	chemokine (C-C motif) ligand 6	+	+		
Chodl	chondrolectin	−	−		
Fmod	fibromodulin	+	+		
Hmgcs1	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	−			−
Opalin	oligodendrocytic myelin paranodal and inner loop protein				−
Prnp	prion protein		+	+	
S100a4	S100 calcium binding protein A4	+	+		
Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3 N	+	+		
Tlr2	toll-like receptor 2	+	+		
Trem2	triggering receptor expressed on myeloid cells 2	+	+		
Vim	vimentin	+	+		

*Comparisons in which genes were found to have |log_2_FC | ≥ 0.58 (or |FC| ≥ 1.5) are denoted by + for up-regulation and – for down-regulation.

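In the limma fits of the RNA-Seq values, all 23 marks of Table 2 were differentially expressed genes in the marked direction. None of the 25 unmarked entries passed both thresholds. In 3 of these the absolute log2 fold change exceeded 0.585 without passing the FDR, namely *S100a4* in WY vs. WO (-0.73, FDR = 0.168), *Opalin* in MY vs. MO (-0.72, FDR = 0.231) and *Hmgcs1* in WO vs. MO (-0.67, FDR = 0.0507). With each mouse left out in turn, between 20 and 23 of the marks held. The least stable was *Hmgcs1* in WY vs. WO, whose mark was lost in 6 of 8 such fits.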

Results of the qRT-PCR analysis confirmed those of RNA-Seq for all genes across all four comparisons, with the exception of *Prnp* expression in WO vs. MO and in WY vs. MY. When comparing WO and MO, RNA-Seq analysis of *Prnp* resulted in log_2_(FC) of 2.10, but qRT-PCR resulted in log_2_(FC) of 0.182. When comparing WY and MY, RNA-Seq analysis of *Prnp* resulted in log_2_(FC) of 1.94, but qRT-PCR resulted in log_2_(FC) of −0.048. The RNA-Seq data showed that *Prnp* was up-regulated when hPFN1^G118V^ mice were compared to hPFN1^WT^ mice within the same age groups, but the qRT-PCR data showed only insignificant changes in log2(FC) of *Prnp*. 

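With only the mice of batch 1, the batch assayed by qRT-PCR, the RNA-Seq difference in *Prnp* between WO and MO had an FDR of 0.000286. *Pfn1*, the mouse gene whose human counterpart is the transgene (mouse gene on chromosome 11, 70651850 to 70654644), was at 6.77 ± 0.19 (SD, n = 3) in WY, 6.66 ± 0.03 (n = 3) in MY, 6.62 ± 0.12 (n = 5) in WO and 7.02 ± 0.18 (n = 5) in MO. Its log2 fold change was -0.10 in WY vs. MY (SE 0.09, FDR = 0.774) and 0.40 in WO vs. MO (SE 0.09, FDR = 0.00708). The latter was 0.30 in batch 1 (FDR = 0.172) and 0.54 in batch 2, below the minimum fold change in each. Reads of the human transgene were not analysed here.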

When all RNA-Seq-derived log_2_(FC) values for the set of 12 genes in all four comparisons were correlated with the qRT-PCR log_2_(FC) values, the values were highly consistent (Fig. 7A). However, when *Prnp* results from WO vs. MO and from WY vs. MY were removed from the analysis, the Pearson correlation coefficient increased from R = 0.92 (P < 10^−15^) to R = 0.96 (P < 10^−15^), and the coefficient of determination increased from R^2^ = 0.85 to R^2^ = 0.92 (Fig. 7B).

**Figure 7:**
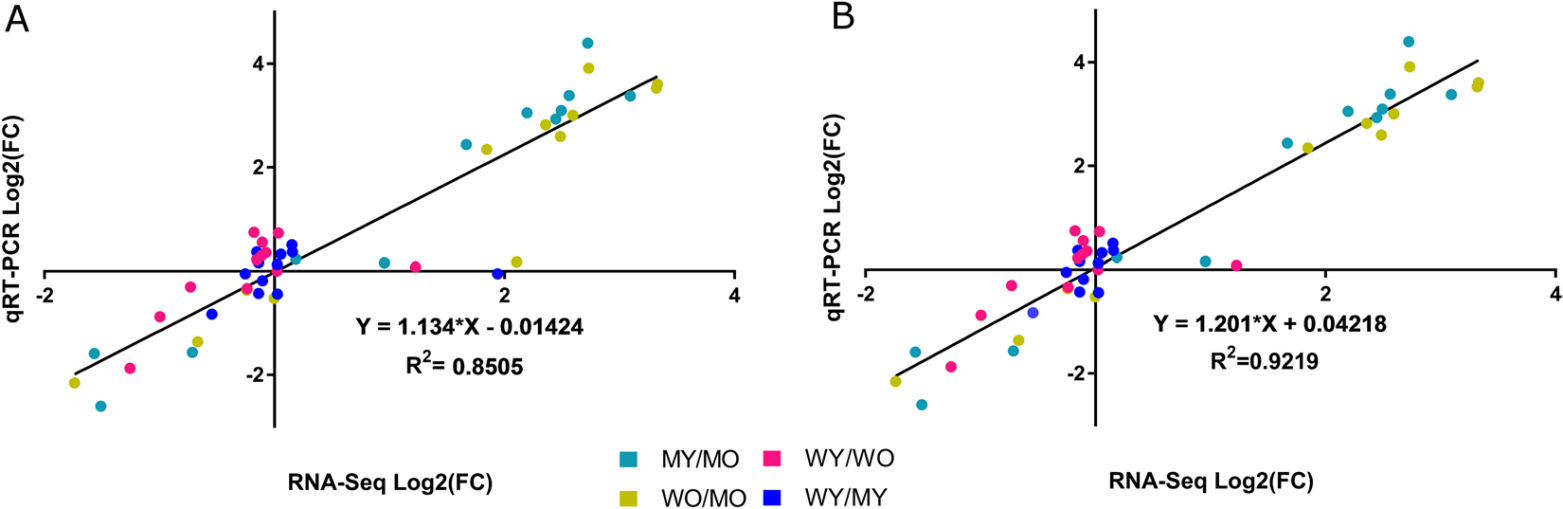
Results from qRT-PCR validation. Linear regression plots between log_2_(FC) values computed by *limma* from RNA-Seq data and log_2_(FC) values detected by qRT-PCR for 12 selected genes across four comparisons: MY vs. MO, WO vs. MO, WY vs. WO, and WY vs. MY. (**A**) Linear regression plot of all samples measured. (**B**) Linear regression plot of all samples except *Prnp* qRT-PCR outliers from WO vs. MO and WY vs. MY comparisons.

## Discussion

ALS is a complex neurodegenerative disease with no viable treatment, and its causative mechanistic pathways have yet to be elucidated. In this study, we used RNA-Seq to evaluate transcriptomic changes in spinal cord tissues of hPFN1^G118V^ mice as compared to those of age-matched hPFN1^WT^ mice, at pre-symptomatic (50 days; the earliest time at which hPFN1 aggregation has been shown to occur in hPFN1^G118V^ mice) and end (~202 days) stages of disease.^18^ This RNA-Seq data analysis is an initial step in determining the transcriptional changes caused by mutant PFN1 and may be further confirmed by comparing/contrasting RNA-Seq data from PFN1^C71G^ mouse model.^19^

Overall, transcriptomes of the spinal cord tissues were highly similar across the different groups investigated—the lowest Spearman’s correlation was 0.975. However, normalized gene expression clearly distinguished the end-stage hPFN1^G118V^ mice from the other three groups, as shown by hierarchical clustering and PCA analyses.

It has been proposed that astrocytes and microglia play important roles in the pathogenesis and progression of ALS^24,25^, and, consistent with this, our results indicated increased prevalence of astrocytes and microglia in end-stage hPFN1^G118V^ mice. It is likely that changes in the heterogeneous cell populations of the spinal cord at end-stage, especially increases in glial population and activity, can be attributed to this observation. This is in agreement with findings in our recent report on the hPFN1 mouse model, in which increased astrocytic and microglial activation were revealed by immunohistochemical analysis of the ventral horn of end-stage hPFN1^G118V^ mice^18^. It would be of great interest to address the role of astrocytes and microglia in the PFN1^C71G^ mouse model in the near future.

The high degree of upregulation of the neuroinflammation signaling pathway in spinal cord tissues of end-stage PFN1^G118V^ mice could be related to the observed increase in astrocytes and microglia in this group. Many inflammation-related pathways were up-regulated, including those of NF-kB signaling, production of nitric oxide and reactive oxygen species, interleukin signaling, and the inflammasome. Previous transcriptomic studies of murine models and of post-mortem human ALS tissues also identified upregulation of inflammatory processes^9,10,13,26,27^. Inflammasomes are multiprotein complexes that are activated by a variety of factors and induce activation of caspase-1, which mediates production of pro-inflammatory cytokines interleukin-1B and interleukin-18, inducers of pyropoptosis, a highly inflammatory form of programmed cell death^28^. Genes encoding caspase-1 and apoptosis-associated speck-like protein containing a CARD (ASC, also known as PYCARD), which are components of all types of inflammasome complexes, were significantly up-regulated in end-stage PFN1^G118V^ spinal cords^29^. AIM2 and NAIP2 transcripts, which are present in AIM2 inflammasomes and NLRC4 inflammasomes, respectively, also were up-regulated in tissues of PFN1^G118V^ mice at end-stage^29^. The NLRP3 inflammasome complex has been characterized most extensively and implicated in ALS and other neurodegenerative diseases that include Alzheimer’s disease, Parkinson’s disease, frontotemporal dementia, and Huntington’s disease^28,30–32^. Investigations of human ALS tissue samples and SOD1 mouse models have shown up-regulation of NLRP3 inflammasome activity^31,32^. 

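*Nlrp3* (chromosome 11, 59541568 to 59566956) was at 0.73 ± 0.08 (SD, n = 5) in MO, 0.28 ± 0.08 (n = 5) in WO, 0.29 ± 0.10 (n = 3) in MY and 0.31 ± 0.05 (n = 3) in WY. Every MO mouse exceeded every other mouse. The log2 fold change was 0.44 in MY vs. MO (SE 0.06, FDR = 0.00188) and 0.45 in WO vs. MO (SE 0.05, FDR = 0.000133), below the minimum of 0.585 in both. It was 0.45 within batch 1 and 0.45 within batch 2 for WO vs. MO. Calculated back from the corrected values, the mean FPKM was 0.656 in MO, 0.224 in MY and 0.213 in WO, ratios of 2.93 and 3.08. Values this low lie under the 1 added before the log, which reduces the fold change on the log2 scale. *Nlrc4* changed by 0.03 in MY vs. MO (SE 0.04, FDR = 0.596) and by 0.04 in WO vs. MO (SE 0.03, FDR = 0.416), and by -0.02 in WO vs. MO of batch 2.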

Although transcripts encoding the NLRP3 protein were not significantly up-regulated in end-stage hPFN1^G118V^ mice, it is possible that AIM2, NLRC4, and, potentially, NLRP3 inflammasomes play a role in PFN1-mediated death of motor neurons. The ways in which PFN1 mutation causes increased inflammation and possible up-regulation of inflammasomes in spinal cords of our mouse model may be worth examining in the future as a potential therapeutic target.

We selected 50 days as the time point to evaluate the pre-symptomatic stage in our mouse model because this is the earliest age at which PFN1 has been found in the insoluble fractions of spinal cords of these mice^18^. Only one gene, *Prnp*, was significantly differentially expressed at the pre-symptomatic stage in hPFN1^G118V^ mice, as compared to age-matched hPFN1^WT^ mice. Significant upregulation of *Prnp* was identified by RNA-Seq comparisons of hPFN1^G118V^ and hPFN1^WT^ mice at both time points, revealing that this gene could be expressed at significantly greater levels in mutant mice at early ages, before disease onset. However, qRT-PCR analyses did not reveal *Prnp* up-regulation in these two comparisons, and the correlation between RNA-Seq and qRT-PCR data improved when data from *Prnp* in these comparisons was removed from validation experiments. Both hPFN1^G118V^ and hPFN1^WT^ mice were generated with a plasmid vector (i.e., MoPrP.Xho1) that contains the mouse *Prnp* promotor^18,33^. In addition to the mouse *Prnp* promotor, the vector contains 5′ intronic and 3′ untranslated sequences, with an Xho1 cleavage site between exons 2 and 3 of *Prnp*^33^. It is possible that the alignment software could have aligned the endogenous *Prnp* gene to the intronic and untranslated sequences of the *Prnp* gene from mRNA generated by the transgenic expression vector. If the hPFN1^G118V^ mice transcribe significantly more transgene than the hPFN1^WT^ mice, misalignment of transgenic mRNA sequences as endogenous *Prnp* mRNA could be the cause of the up-regulation of *Prnp* in hPFN1^G118V^ mice that was observed with RNA-Seq but not with qRT-PCR. Lack of any other significantly differentially expressed genes in the WY vs. MY comparison suggests that, at a transcriptomic level, 50-day-old hPFN1^G118V^ mice are hardly distinguishable from 50-day-old hPFN1^WT^ mice.

Given these findings, a future study is needed to examine gene expression changes at multiple time points after 50 days and before end-stage. Evaluation of spinal cord gene expression at more points in the disease, such as at early onset and full onset should be considered. Limiting gene expression studies to end-stage evaluation may indicate mainly molecular events that are secondary to causative mechanisms. Evaluating time points that occur soon after preliminary disease onset in this mouse model would also help identify molecular pathology of ALS disease progression and pathways that could be targeted therapeutically. Additionally, more time points would enhance detection of molecular changes that occur before and during the process of motor neuron death, as opposed to those that occur after motor neuron death (i.e., at end-stage).

It is possible that changes in the heterogeneous cell population of the spinal cord, especially increases in numbers and activation of glial cells that are observed at the end-stage of the disease, can blur molecular changes that occur in other cell types that are relevant to ALS, such as motor neurons. For instance, doubling the population of astrocytes may double expression levels of a given gene expressed by astrocytes, so expression changes evaluated by whole spinal cord transcriptome sequencing may not be due to increases of expression within individual cells. In future studies of hPFN1 mice, it would be worth exploring changes in gene expression with cell-type-specific RNA isolation methods that have been used with other ALS disease models. This would further elucidate whether the results we have presented are related to increased glial cell composition of the spinal cord, or due to other secondary effects. Methods developed to isolate microglia from spinal cord tissue have been used in RNA-Seq analysis of the SOD1 G93A ALS mouse model^34^. Additionally, embryonic stem-cell differentiation methods have been used to analyze expression profiles of astrocytes and their interplay with motor neurons in the SOD1 G93A mouse model^35^. In the RNA-Seq study by Phatnani *et al*., RNA sequencing data from both whole spinal cord tissues and from neurons and astrocytes derived from embryonic stem cells were analyzed in tandem to provide dynamic insight into the contributions of glial cells in ALS^35^. Previous transcriptome studies in both mouse models and humans have been conducted on laser microdissected motor neurons, enhancing detection of molecular changes in the neurons without bias from other cell types^5,6,11^. Use of any of these methods with the hPFN1 mouse model could add more dimension to the transcriptional effects of mutant PFN1 throughout disease progression.

This is the first study to profile the gene expression of hPFN1^G118V^ mice, and it provides a foundation for future gene expression profiling studies of this ALS mouse model. The data presented here from whole spinal cord tissue could be used together with future studies that acutely isolate cells of the central nervous system or that examine specific cells differentiated from embryonic stems. Our findings of transcripts encoding components of AIM2 and NLRC4 inflammasomes causes us to infer that inflammasomes are promising targets to be studied in the mouse models for PFN1-mediated death of motor neurons. These molecules in the inflammasome complexes may form the basis of future studies to lead the identification of molecular features that could potentially be therapeutic targets for ALS.

## Materials and Methods

### Mice and tissue collection

The experiments used male hPFN1^G118V^ mice that were pre-symptomatic (50 days old; mutant young [MY]) or at the end-stage of disease (175–245 days old; mutant old [MO]), as well as age-matched hPFN1^WT^ mice (wild-type young [WY], and wild-type old [WO], respectively). These transgenic mice were developed with a vector construct in which hPFN1^G118V^ or hPFN1^WT^ cDNA was inserted at the Xho1 site of the MoPrP.Xho expression plasmid^18,33^. Detailed information regarding the identity of spinal cord samples (including age, genotype, and ID number) used for RNA-Seq and real-time quantitative reverse transcription (qRT-PCR) can be found in Table 1. Mice were housed under 12-hour light/dark conditions and were fed 4–5 g chow (Harlan/Teklad #7001) per day per mouse, with free access to water. Mouse identification was performed by genotyping^18^. Animals were sacrificed and spinal cords collected at either 50 days or at end-stage of disease for subsequent molecular analyses. hPFN1^G118V^ mice were considered at end-stage of disease when they could not right themselves within 20 seconds^18^. In this study we used animals and all the experimental procedures that involved mice for this study were approved by UAMS Institutional Animal Care and Use Committee (IACUC), AUP protocol # 3730 and conducted in full accordance of the guidelines of the Institutional Animal Care and Use Committee at the University of Arkansas for Medical Sciences. The Animal Care and Use Program at the University of Arkansas for Medical Sciences has an Assurance with the NIH (#A3063-01/D16-00035), is USDA registered (71-R-011), and AAALAC International accredited (000322). The animal facilities are located within the Division of Laboratory Animal Medicine (DLAM) in three distinct areas on campus. The animal care and use program is centrally managed by DLAM administration and is physically housed in approximately 30,000 square feet of space. DLAM has surgical, procedural, and housing facilities which focus on several research interests on campus. There are three full time veterinarians, as well as administrative staff and AALAS certified husbandry technicians to support all animal based research on this campus.

### RNA library construction and sequencing

Total RNA was isolated with the TRIzol Reagent protocol (ThermoFisher, Waltham, MA) from spinal cords of hPFN1^WT^ and hPFN1^G118V^ mice. RNA quality and concentration were estimated with Bioanalyzer 2100 and RNA 6000 Nano Kit (Agilent Technologies, Waldbronn, Germany). RNA-Seq libraries were prepared with Illumina TruSeq Stranded mRNA LT Sample Preparation Kit (Illumina, San Diego, CA) using 1 μg of total RNA according to the manufacturer’s protocol. Sequencing was performed on the NextSeq. 500 platform (Illumina). RNA-Seq data used for downstream analysis in this study came from two separate batches of RNA libraries (denoted as batch 1 or batch 2 in Table 1).

### Processing RNA-Seq data

FastQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to generate quality-control reports of individual FASTQ files, before and after filtering. Trimmomatic^36^ was used to filter out low-quality reads and possible contamination from Illumina Adaptors or PCR primers. The remaining reads were aligned with TopHat^37^ to the UCSC mm10 mouse reference genome. Cufflinks^37^ was used to quantify gene expression in fragments per kb of transcript per million mapped read (FPKM). This normalization accounts for differences in library size and gene length.

Prior to batch-effect removal, the FPKM matrix of all 16 samples was log_2_-transformed, after adding 1 to avoid undefined values. Unexpressed genes were filtered out by removing genes with 0 expression in at least 8 samples; 18,167 genes in 16 samples survived the filtering criterion. Because samples were prepared in two batches, function ComBat^38^ from Bioconductor package *sva*^39^ was then used to remove possible batch effects between batches 1 and 2 by applying parametric empirical Bayesian adjustments to mean and scale. All downstream data analyses were performed on log_2_-transformed FPKM values after correction for batch effects.

### Differential gene expression and pathway analysis

Gene expression was analyzed with the *limma* package, an R-based open-source software designed to analyze transcriptomic data for differential expression^23^. Differentially expressed genes were identified by applying a false discovery rate (FDR) cut-off of 0.05 and an absolute fold-change (FC) of 1.5. To identify significant canonical pathways in which differentially expressed genes were enriched, pathway enrichment analysis was conducted with Ingenuity Pathway Analysis software (IPA; Ingenuity Systems, Redwood City, CA).

### Cell composition analysis

Changes in cell-type compositions of spinal cord samples were estimated according to expression of cell-type-specific genes for microglia, astrocytes, oligodendrocytes, neurons, and motor neurons^10,22^. The genes were identified from a published list of human genes^10^; therefore, we selected those with corresponding mouse orthologues (Supplementary Table S1). We calculated geometric means by using log_2_(1 + FPKM) values instead of FPKM values.

### qRT-PCR validation

RNA samples from batch 1 were used for qRT-PCR validation. cDNA was synthesized from DNase-treated total RNA (1 μg) with High Capacity cDNA Reverse Transcription kit according to the manufacturer’s instructions (Applied Biosystems, Foster City, CA). qRT-PCR was performed with primers from IDT and SYBR Green PCR Master Mix (Applied Biosystems), according to the manufacturer’s instructions, and detected with the ABI QuantStudio 12 K Flex platform (Invitrogen, Carlsbad, CA). Reactions were carried out in duplicate with 52 ng of cDNA and 250 nM of each primer in a final volume reaction of 20 μl (50 °C for 2 minutes, 95 °C for 2 minutes; 45 amplification cycles at 95 °C for 15 s, 60 °C for 1 min). Relative expression levels were determined by the comparative threshold cycle (ΔΔCt) method, using GAPDH as a reference gene.

## Electronic supplementary material

Supplementary Info

Dataset 1

Dataset 2

Dataset 3

## Data Availability

The data set generated and analyzed during this study is available in the GEO repository with accession number GSE113924.

How the deposited data were processed for this re-analysis (not part of the article)

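Spinal cord RNA of 16 transgenic mice was sequenced by the authors: 3 WY and 3 MY mice 50 days old, 5 WO mice 190 to 294 days old and 5 MO mice 175 to 245 days old. Group, batch and age of each mouse were taken from Table 1 of the paper and from the sample labels. The unit of analysis was the mouse, with 1 library each. No column of the deposited table was left unused.

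The log2 values in the table were made by the authors and used as deposited. As their methods state, reads were cleaned with Trimmomatic, aligned to mm10 with TopHat and summarised per gene as FPKM with Cufflinks. Genes with an FPKM of 0 in at least 8 of the 16 mice were removed, 1 was added to FPKM, log2 was taken, and the values were adjusted for the 2 library batches with parametric ComBat of the sva package. The paper's text does not name the tool versions, the gene annotation or the covariates of ComBat. That the table holds corrected values was checked on the table itself, since 915 of its values were below 0, none was exactly 0, and the fold changes of Supplementary Table S2 were recovered to within 5e-05. Read counts, uncorrected values and the human transgene were not analysed here.

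Depth per mouse was taken as the cleaned fragments of Table 1, from 30955215 to 50499947 in batch 1 (12 mice) and from 47120118 to 71927022 in batch 2 (4 mice). Depth behind a single gene is unknown, so precision was judged from the spread between mice alone.

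Differential expression was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, default settings, two-sided) on the 18167 genes. Each of MY vs. MO, WO vs. MO, WY vs. WO and WY vs. MY was fitted on its own 2 groups, with the second group minus the first as the log2 fold change. A gene was differentially expressed with a Benjamini-Hochberg FDR at or below 0.05 and an absolute fold change of at least 1.5. The difference of the age effect between genotypes, (MO - MY) - (WO - WY), was tested on all 16 mice in 1 fit of the 4 group means with the same thresholds. The procedure was tested on simulated data with 200 changed genes and the mean and variance of each gene. The changed genes had a mean above 1 and were moved by 1.5 or 2 log2 units, up or down. The fits recovered 97% to 98.5% of them, with at most 5 false calls among the other genes, and made 0 calls in the same data without changed genes. Smaller changes were not simulated, although the median absolute log2 fold change of the genes called in MY vs. MO was 0.881. A ComBat procedure written for the simulations was tested in the same way, and lowered a simulated median batch difference of 0.397 to 7.68e-06.

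Distances between mice were Euclidean with complete linkage, correlations were Spearman's, and principal components used centered and scaled genes. Cell type composition was the geometric mean of log2(1 + FPKM) over the markers of Supplementary Table S1, and pairs of groups were compared by exact permutation tests (two-sided) with Benjamini-Hochberg adjustment over 30 tests. Python 3.11.15 was used with SciPy 1.17.1, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Gene positions, transcript lengths and GC content were joined by symbol from GENCODE M21 on GRCm38, the build the authors aligned to (mm10), for 17419 genes. Of these symbols, 33 had more than 1 GENCODE gene.

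The genes named were the genes of Table 2, the inflammasome genes of the paper's text with *Nlrp3* and *Nlrc4*, *Pfn1*, and for each comparison the 3 largest increases and 3 largest decreases among differentially expressed genes whose groups did not overlap in any mouse. Genes that changed in opposite directions in 2 comparisons were named when there were 5 or fewer, and otherwise the 3 largest were. Short marker lists of blood, Schwann cells, sensory neurons, skeletal muscle, meningeal fibroblasts and sex were also examined. The groups, the comparisons and their main tests, the marker lists, the rule for named genes and most alternatives were chosen before the data were examined. Chosen later were the tests of the shift of the batch 2 mice, of age and depth in the interaction, of *Nlrp3*, of transcript length in the second principal component, of both trends as the whole of it and of the genes with opposite directions in separate mice, and the naming of *Snord104*. The alternatives chosen after the data were seen were 1 fit of all groups with batch as a term, removal of the transcript length trend or of the GC content trend by lowess (span 0.3), and leaving out mice for the correlations and the clustering.

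The other alternatives were the mice of 1 batch only, batch as a term of the fit, genes with a mean log2(1 + FPKM) of at least 1, no micro, small nucleolar or small Cajal body RNAs, all 4 groups in 1 fit, quantile normalization, an intensity trend in the prior, limma's treat against a fold change of 1.2, the replicate number as a block, and each mouse left out in turn. For the cell types they were the Tukey-Kramer test, the arithmetic mean, the median z-score, markers with a mean of at least 1 and batch 1 only. For similarity they were average and Ward linkage and unscaled genes. Pathway analysis and qRT-PCR were not repeated. The result of 1 gene is not reported here.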

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

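The tests of the shift of the batch 2 mice and of age and depth in the interaction were chosen only after those results were seen, those of MO5 were set after its *Xist* value was seen but before their own results, and the other groupings of the mice were set beforehand.

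In groups of 5 mice, a mouse was singled out when its gap to the nearest other mouse was large against the range of the group. This occurred in 11 of 140 groups of named genes, cell types and marker genes, where chance gives 7. Among sex-linked genes, MO5 was singled out in 4. *Xist* was at 3.21 in MO5 and between -0.36 and 0.26 in the other MO mice. *Ddx3y* was at 1.95 (4.295 to 4.705 in the other MO mice), *Eif2s3y* at 1.82 (3.987 to 4.329) and *Uty* at 1.046 (2.22 to 2.43), all on chromosome Y. The paper describes all mice as male. The 15 other mice had *Ddx3y* at 4.06 or above. A library without RNA from chromosome Y was passed through a simulated batch correction with the other mice. The gap of MO5 to the mean of the 3 other mice of batch 2 was 2.75 for *Ddx3y*, 2.60 for *Eif2s3y*, 1.65 for *Kdm5d* and 1.41 for *Uty*, against 2.86, 2.71, 1.62 and 1.46 in the simulation. With 50% male RNA the simulated gaps were 0.61, 0.69, 0.53 and 0.57. The median male share that gave the observed gaps was 0, as a library from a female mouse needs. A second simulation that kept the scale of each gene was run alongside. Its gaps without male RNA were 1.884, 1.801, 1.08 and 0.9668, below those observed, so it did not give the size of the gaps, and its male share was 0 for all 4 genes. In the first simulation the shares for the 4 genes lay between 0 and 0.05. A limit this tight holds only for that simulation, since the second did not give the size of the gaps. With 50% male RNA, each simulation gave gaps below those observed for all 4 genes, which argues against a mixture with that much male RNA. A smaller share is not excluded. The values are thus compatible with a library from a female mouse, through an exchange of samples or an error in the record of sex. Which of these applies was not tested. *Prnp* was at 10.7 in MO5, against at most 8.82 in WO and WY mice. Microglia composition was 3.854 in MO5, against at most 2.439 in the mice of other groups. These values argue against an exchange with a wild-type or a young mouse. Without MO5, the genes called in MY vs. MO numbered 914 and the genes called in WO vs. MO 855. The interaction of age and genotype then held 1039 genes.

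Other mice singled out were MO5 for *Gabra2* (4.69, others 5.21 to 5.39), WO2 for *Cd9* (5.905, others 5.75 to 5.79), WO5 for astrocyte composition (2.97, others 3.196 to 3.223) and MO1 for *Hba-a1* (3.6, others 5.42 to 5.99). WO3 was singled out for *Myh4* (0.0439, others at most 0.0141) and *Mylpf* (1.99, others 1.48 to 1.63). Their number is near that given by chance. *Hba-a1* is a blood gene, and *Alas2*, another, was at 0.667 in MO1 against 1.335 to 1.664 in the other MO mice. The median of the skeletal muscle list was 0.532 in WO3, the lowest of the WO mice, so the list as a whole did not rise. No biological explanation was tested for these values.

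The change with age differed between the genotypes in 1020 genes, of which 845 had a more positive and 175 a more negative change in mutant mice. The paper does not report this test. It passed the thresholds for 25 of the 37 named genes. In 100 random assignments of the 16 mice to the groups, the real one included, 1 gave as many genes. The 3 mice of each group in batch 1 alone gave 952 genes, which argues against a difference between batches as the whole cause. A term for batch gave 1025 but cannot decide this. MO and WO are split alike over the batches and all young mice are of batch 1, so the term leaves the interaction estimates unchanged. Removing the trend with transcript length gave 943 genes and removing that with GC content 1039. The ages of the MO mice (175 to 245 days) and the WO mice (190 to 294 days) differed, and this difference was tested with separate mice. The interaction was fitted with MO1, MO3, MO4, WO4, WO5 and the young mice, in which the old WO mice were older than the old MO mice, and gave 925 genes. These were followed in mice of nearly equal age, MO2 and MO5 (190 and 175 days) against WO1, WO2 and WO3 (190 days). The direction was the same in 916 genes (99.03%), against at most 54.2% in 1000 random draws of genes, which argues against a difference in age as the whole cause. MO5 is the mouse with *Xist*. With the log2 of the cleaned fragments as a term of the fit, 951 of the 1020 genes (93.24%) still passed in the same direction, which argues against depth as the whole cause. Among the old mice the mutant transgene and the disease go together. The MY mice carry the transgene before symptoms and differed from the WY mice in 1 gene (1301 at an unadjusted P below 0.05). The disease and a response to the transgene that needs age were not separated.

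The WO and MO mice of batch 2 were both shifted against the direction of the MO effect, relative to those of batch 1. Over the 1099 genes that differed between MY and MO in batch 1, the change from batch 1 to batch 2 among WO mice had a slope of -0.206 on the MO effect. Among MO mice the slope was -0.25. The genes were selected with MO mice of batch 1, although the slopes used different MO mice of that batch for the effect and for the change. In 20 simulated corrections without groups as covariates, the WO slope lay between -0.271 and -0.25 and the MO slope between -0.285 and -0.265. With the groups as covariates they lay between -0.00594 and 0.017 and between -0.000499 and 0.0216. The age of the WO mice of batch 2, both 294 days old, would shift WO mice and not MO mice, so the MO slope argues against it as the whole cause. Both observed slopes lay outside both simulated ranges, and the ranges rest on an assumed size of the batch shift. The slopes of -0.206 and -0.25 were below every value simulated with the groups as covariates, which argues against such a correction. For the WO mice, a correction without covariates and a difference between the mice cannot be told apart, because -0.206 also lies above the range without covariates. A correction without the groups as covariates is a candidate explanation that would make the changes of MY vs. MO smaller and move those of WY vs. WO away from the MO effect, since only the old groups have mice of batch 2.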

How the results depend on the processing

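The alternatives with 1 fit and a batch term, with the length trend removed, with the GC trend removed, and with mice left out for the correlations and the clustering were chosen only after the data were seen. Apart from single genes, 665 values under the alternatives stayed on their side, 43 moved, 13 passed a threshold they had not passed, and 13 reversed. For 63 results on named genes, 1264 of 1314 values stayed on their side, 38 were weaker, 4 stronger and 8 reversed. The clustering of MO apart from the other mice held under all alternatives run. Other splits of the same mice gave as many genes as the real split, the real one included, in 1 of 56 for MY vs. MO, 1 of 100 drawn of 126 for WO vs. MO, 1 of 56 for WY vs. WO and 5 of 10 for WY vs. MY. For the number of genes in WY vs. MY the split and chance cannot be told apart, since a count of 1 was reached by 5 splits and 10 splits give no share under 0.1. This leaves *Prnp* itself aside, which differed by 1.94 (SE 0.04, FDR = 7.27e-05) and by 2.105 in other mice (WO vs. MO).

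The larger comparisons stayed within 1.5 times their counts under the alternatives run. Apart from the fits that left out 1 mouse, they held 677 to 1108 genes for MY vs. MO and at most 873 for WO vs. MO. By direction there were exceptions. With the mice of batch 1, with batch as a term and with the replicate block, 258 genes were down-regulated in MY vs. MO, against 143, and 221 were with 1 fit and a batch term. All MY mice were of batch 1, so the batch term and the block give the fold changes of batch 1 and are not separate estimates. With limma's treat there were 80, and 45 against 94 in WO vs. MO, where batch 2 alone gave 59. Leaving out 1 mouse gave 805 to 1011 genes for MY vs. MO, 786 to 924 for WO vs. MO and 808 to 1292 for the interaction of age and genotype, in which the genes with a more negative change in mutant mice numbered 78 without WY1 and 366 without WY2, against 175. Apart from those fits, the interaction held 593 genes with treat, which tests for a larger change, and 883 to 1039 under the other alternatives.

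WY vs. WO depended on the processing. It held 73 genes with batch 1 only, 80 with batch as a term, 3 with treat, and 88 with all groups and a batch term in 1 fit, an alternative chosen after the data were seen. Of these genes, those shared with MY vs. MO or WO vs. MO numbered 49, 55, 0 and 61, and 46 with the replicate block. Genes in opposite directions in WY vs. WO and WO vs. MO numbered 9 with batch 1 only, 0 with treat and 8 with the block. Treat is stricter by construction, and at an unadjusted P below 0.05 the comparison held 2447 genes. With batch as a term and with the block, the fold changes are those of batch 1 alone, because all WY mice were of batch 1. Apart from this, the cause was not tested for the other settings. Across the fits that each left out 1 mouse, WY vs. WO ran from 7 (without WY3) to 64 (without WO4), the shared genes from 4 to 40 and the opposite ones from 2 to 19, at the same mice.

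WY vs. MY held 4 genes with all groups in 1 fit, 2 with a mean of at least 1, 2 with an intensity trend, and, in the alternatives chosen after the data were seen, 3 with 1 fit and a batch term, 3 with the length trend removed and 2 with the GC trend removed. Across the fits that left out 1 mouse it ran from 1 to 5 (without WY1). The cause was not tested. Batch 1 only is the same fit there, and a batch term does not apply.

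*Prnp* reversed in MY vs. MO with quantile normalization (-0.24). In WY vs. WO it was -0.0845 with batch 1 only, with batch as a term and with the replicate block, which give the same estimate because all WY mice were of batch 1. It ran from -0.0204 (without WO4) to 0.0553 (without WO2) when 1 mouse was left out. *Nlrc4* was -0.0186 in WO vs. MO of batch 2. None of these changes passed a threshold. The cause was not tested.

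The lowest Spearman coefficient moved from 0.975 to 0.959 with genes of a mean of at least 1, which drops the genes near 0, and to 0.977 without short RNAs.

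With the Tukey-Kramer test, which assumes normal values with equal variance, 13 of the 30 cell type pairs passed 0.05, whereas none did under exact tests, whose lowest p is set by the group sizes. The differences were -0.20 (WY), -0.20 (MY) and -0.36 (WO) to MO for motor neurons, 0.27, 0.31 and 0.37 for astrocytes and 1.704, 1.679 and 1.823 for microglia. For oligodendrocytes they were -0.47 (WY and WO), -0.58 (WY and MO), -0.39 (MY and WO) and -0.49 (MY and MO). Small differences reversed. With the arithmetic mean, neurons went to -0.0292 (WY and MO) and -0.0648 (WO and MO) and microglia to -0.0029 (WY and MY). With the median z-score neurons went to -0.69 and -0.86. With batch 1 only, microglia went to 0.0497 (WY and WO) and 0.0242 (MY and WO). When 1 mouse was left out, neuron composition, WY and MO, ran from -0.00298 (without WY1) to 0.0682 (without WY2), and neuron composition, WY and WO, from -0.0211 to 0.0501 (the same mice). The motor neuron composition, WY and MY, ran from -0.0619 (without WY1) to 0.0490 (without WY3) and microglia composition, WY and MY, from -0.0382 (without WY3) to 0.0789 (without WY2). The cause was not tested.

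The replicate number as a block gave 1108 genes for MY vs. MO, 840 for WO vs. MO, 63 for WY vs. WO and 1 for WY vs. MY. Mice with the same number shared little, since their correlation of residuals ran from -0.235 to 0.341, so the numbers were not read as pairs.

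ComBat with covariates, no batch correction, a pseudocount of 0.1, the genes removed by the authors' filter, clustering before correction and the number of genes detected per mouse were not run, because they need uncorrected values. Batch 2 alone was fitted only for WO vs. MO, the only pair with both groups in it. Without read counts, the depth of a gene sets no limit given here.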

Differences from the paper's values

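No value stated in the paper's text or supplement, or read from its figures, differed from the value here beyond the larger error and by more than 1.5 times. The nearest to a difference was microglia composition, about 1.7 (WY), 1.6 (MY), 1.8 (WO) and 3.8 (MO) in Fig. 2, read by eye, against 2.33, 2.36, 2.21 and 4.04 here, where *Itgax* was left out.

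The paper states that composition differed significantly between MO and each other group for astrocytes, microglia and motor neurons, and between young and old groups for oligodendrocytes. Under the exact permutation test no pair passed after adjustment (lowest adjusted p 0.0765), and 14 did before it. The adjusted result does not speak against the paper's statement, because 3 against 5 mice allow no p under 0.0357 and groups without overlap received that adjusted p as well. Only motor neurons of WY and MO, among the pairs named, overlapped (exact p = 0.0714). With the Tukey-Kramer test, which the legend of Fig. 2 names, all these pairs passed.

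The paper states that *Nlrp3* was not significantly up-regulated in MO. It had an FDR of 0.00188 in MY vs. MO and 0.000133 in WO vs. MO, and failed only the minimum fold change (0.44 and 0.45).

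The paper states that expression varied most between MY and MO. This order held with both thresholds and all mice. Without MY1, however, MY vs. MO held 805 genes, fewer than the 836 of WO vs. MO, which does not use that mouse. With the FDR alone there were more genes in WO vs. MO (5075) than in MY vs. MO (4646), and with limma's treat 698 against 677. These counts set 5 against 5 mice beside 3 against 5, which gives WO vs. MO more power. With 3 mice per group, all of batch 1, MY vs. MO held 1099 genes and WO vs. MO 873, the order the paper states.

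The paper states that *Tlr4* and *Il1b* were significantly increased in MO. *Tlr4* failed the minimum fold change in WO vs. MO (0.50) under every alternative run, and *Il1b* failed it in MY vs. MO (0.52). As ratios of mean FPKM these changes were 2.35 for *Tlr4* and 3.87 for *Il1b*, above 1.5. On the log2 scale *Il1b* passed there with batch 1 only, with batch as a term and with the replicate block (0.61 each), and without MO5 (0.62). The values of 0.61 are the same estimate, because all MY mice were of batch 1.

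The paper states that the genes chosen for qRT-PCR exceeded a minimum expression in all samples. *Ccl6* was at 0.88 in WO5, below that minimum.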

Other observations

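The tests of *Nlrp3*, of transcript length in the second principal component, of both trends as the whole of that component, and of the genes with opposite directions in separate mice were chosen only after those results were seen.

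*Nlrp3* passed the FDR and not the minimum fold change. Its mean FPKM was 2.93 times as high in MO as in MY and 3.08 times as high as in WO, so the change of FPKM exceeded the minimum of 1.5 and the log2(1 + FPKM) scale reduced it. This is consistent with compression of low values by the pseudocount of 1. The scale was not particular to *Nlrp3*. Of 3756 genes that passed only the FDR in MY vs. MO, 602 had a ratio of mean FPKM of at least 1.5 either way, and of 4239 in WO vs. MO, 793 had. No biological explanation was tested.

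Short RNAs were among the largest decreases in WO vs. MO. *Snord104*, named after its values were seen, fell by 4.19 with overlap between the groups. The median SD within groups of the 73 short RNAs was 1.294, against at most 0.12 in 1000 random lists of as many other genes matched on mean expression. Their decreases are consistent with noise of FPKM values of short genes.

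The second principal component of the 16 mice followed neither age nor genotype alone. Its scores correlated with the slope of expression on transcript length of each mouse (r = 0.554, permutation p = 0.022, rho = 0.656, permutation p = 0.0071, over 17419 genes). Without the 2 mice with the most extreme slopes r was 0.493, and within batch 1 it was 0.538. For GC content r was -0.514 (permutation p = 0.037, rho = -0.659, permutation p = 0.0066) and fell to -0.235 without the most extreme 2 mice, so that relation rests on them in part. Within batch 1 it was -0.632. The criterion was an absolute r of at least 0.5 with and without those mice, and neither trend met it. Adjusted over these 2 relations, p was 0.037 for each r and 0.0071 for each rho. After removal of the length trend, the second component kept an absolute r of 0.978 with the original scores and 12.8% of the variance. After removal of the GC trend these were 0.980 and 13.8%. Either trend as the whole of the component is therefore unlikely. WY1 (-132) and MO1 (102) set its ends, and its source was not found.

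Genes that moved one way in WY vs. WO and the other way in WO vs. MO share the WO mice, whose chance values push the fold changes apart. To separate the mice, genes of WY vs. WO were called with the WO mice of batch 1 and followed in WO vs. MO of batch 2. Of 73 genes, 38 (52.1%) went the other way, within the 38.4% to 61.6% of 1000 random draws, and r across all genes was -0.0418. Over these genes as a set the opposite movement is consistent with the shared WO mice. Of the genes called in opposite directions in both comparisons with the mice of batch 1, 9 of 9 had both directions in the mice of batch 2 as well, which the shared mice alone would not give. In that test the WO mice of batch 2 were set against the WY mice of batch 1, which enter the first call, so this direction is not independent and depends on the batch correction. The direction between WO and MO of batch 2 shares no mouse with the first call. An age-related change that reverses in end-stage mutant mice stays a hypothesis for these 9 genes.

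Medians of the differences were computed for the marker lists, in the order MY vs. MO, WO vs. MO, WY vs. WO and WY vs. MY. They were -0.18, -0.24, 0.01 and -0.05 for blood (4 of 5 genes in the table), 0.05, 0.07, -0.02 and 0.04 for Schwann cells (5 genes), and 0.02, 0.01, 0.01 and -0.0028 for sensory neurons (4 of 5 genes). They were 0.0018, -0.03, -0.0083 and -0.12 for skeletal muscle (5 genes), 0.0075, 0.03, -0.04 and -0.06 for meningeal fibroblasts (5 genes), and -0.40, -0.38, 0.13 and 0.06 for the sex-linked genes. The first 2 values of the sex-linked genes rest on MO5, without which they were 0.0355 and -0.00498. Of the 4 blood genes, *Hba-a2* and *Hbb-bs* were constant near 0 (at most 0.0115), so the blood medians understate the changes of the other genes, and their signs without single mice were not read. Of the 4 sensory neuron genes, *Scn10a* and *Scn11a* stayed at or below 0.0466, so those medians decide nothing either. Medians of the other lists changed sign when 1 mouse was left out. In MY vs. MO these were Schwann cells (-0.0322 without MY3) and meningeal fibroblasts (-0.0427 without MO4). In WO vs. MO it was meningeal fibroblasts (-0.0201 without WO5). In WY vs. WO these were skeletal muscle (0.0131 without WY3) and meningeal fibroblasts (0.00242 without WY1). In WY vs. MY these were Schwann cells (-0.00977 without WY1) and skeletal muscle (0.00216 without WY3).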
